# Breast cancer plasticity is restricted by a LATS1-NCOR1 repressive axis

**DOI:** 10.1038/s41467-022-34863-9

**Published:** 2022-11-28

**Authors:** Yael Aylon, Noa Furth, Giuseppe Mallel, Gilgi Friedlander, Nishanth Belugali Nataraj, Meng Dong, Ori Hassin, Rawan Zoabi, Benjamin Cohen, Vanessa Drendel, Tomer Meir Salame, Saptaparna Mukherjee, Nofar Harpaz, Randy Johnson, Walter E. Aulitzky, Yosef Yarden, Efrat Shema, Moshe Oren

**Keywords:** Tumour-suppressor proteins, Breast cancer, Tumour heterogeneity, Cancer models

## Abstract

Breast cancer, the most frequent cancer in women, is generally classified into several distinct histological and molecular subtypes. However, single-cell technologies have revealed remarkable cellular and functional heterogeneity across subtypes and even within individual breast tumors. Much of this heterogeneity is attributable to dynamic alterations in the epigenetic landscape of the cancer cells, which promote phenotypic plasticity. Such plasticity, including transition from luminal to basal-like cell identity, can promote disease aggressiveness. We now report that the tumor suppressor LATS1, whose expression is often downregulated in human breast cancer, helps maintain luminal breast cancer cell identity by reducing the chromatin accessibility of genes that are characteristic of a “basal-like” state, preventing their spurious activation. This is achieved via interaction of LATS1 with the NCOR1 nuclear corepressor and recruitment of HDAC1, driving histone H3K27 deacetylation near NCOR1-repressed “basal-like” genes. Consequently, decreased expression of LATS1 elevates the expression of such genes and facilitates slippage towards a more basal-like phenotypic identity. We propose that by enforcing rigorous silencing of repressed genes, the LATS1-NCOR1 axis maintains luminal cell identity and restricts breast cancer progression.

## Abstract (web summary)

LATS1 is reported to regulate the transition of luminal-basal-like cell plasticity in breast cancer. Here the authors report that LATS1 limits the progression of luminal breast cancer by associating with NCOR1 nuclear corepressor to repress ERα-downregulated genes in luminal cells.

## Introduction

Lineage plasticity, the switching of cells from one morphological and functional identity to another, has been recognized as a cardinal property essential for embryonic development and tissue homeostasis^1^. This highly regulated process goes awry when tumors exploit this inherent plasticity to their own advantage. For instance, cell plasticity can generate intratumoral diversity that exacerbates tumor progression, partially by the emergence of populations with metastatic potential. Mounting evidence suggests that epigenetic mechanisms, including aberrant histone modifications and dysfunction of chromatin remodelers, play key roles in promoting lineage plasticity in cancer^2–5^ and phenotypic diversification of breast cancer^6,7^.

Breast cancer is a heterogeneous disease encompassing different histological and molecular subtypes, with distinct clinical behaviors^8–12^. Two-thirds of all breast cancers express estrogen receptor (ER) and are classified as luminal A (lumA) or luminal B (lumB), with lumB tumors being more proliferative and heterogeneous^13,14^. In luminal tumors, ER is the driving transcription factor, whose target genes control proliferation and endocrine response^15^. An additional 15–20% of breast cancers are basal-like and predominantly triple-negative for hormone receptors, thus limiting targeted therapeutic options and giving rise to tumors associated with poor overall survival and high relapse rates^16,17^. Although the biological basis of subtype distinction remains poorly understood, experimental studies have demonstrated that basal-like tumors originate from a luminal progenitor cell population^18,19^.

The acquisition of basal-like markers in luminal tumors is associated with metastasis^20^, often occurring in the pro-metastatic invasive front of human luminal breast tumors^21,22^ and is correlated with treatment failure^23,24^. Together, these observations illustrate the hazard of luminal tumors that harbor a basal-like cell component. Importantly, mutations in tumor suppressors can shift luminal progenitors towards a more basal-like state^18,25–29^.

Transcriptional corepressors, such as Nuclear COre Repressive complex 1 and 2 (NCOR1 and NCOR2), are crucial regulators of ligand-induced ERα-mediated phenotypes, actively repressing ERα-downregulated genes^30–37^. NCOR1 repressive activity and ability to decrease chromatin accessibility are regulated by its ability to recruit histone deacetylases (HDACs), including HDAC3 and HDAC1^38–41^. NCOR function is further regulated by post-translational modifications and nuclear-cytoplasmic shuttling^42–51^.

Interestingly, expression of both ERα and NCOR is downregulated during progression from intraductal to invasive ductal breast carcinoma^52^. Moreover, driver mutations in ERα and NCOR are mutually exclusive in breast cancer metastasis^53,54^. Of note, inactivating mutations in either gene arise with a markedly increased frequency in breast cancer patients treated with anti-endocrine therapy^53,55^, reflecting their function in mediating the repressive activity of ERα and tamoxifen sensitivity^56^. Together, these observations indicate that the inactivation of the repressive function of ERα can contribute to phenotypic evolution and facilitate the emergence of more aggressive and therapy-resistant cancers.

In recent years, the Hippo pathway kinases LArge Tumor Suppressors 1 and 2 (LATS1 and LATS2, respectively) have become the focus of intense research^57^. LATS1/2 expression is downregulated in breast cancer^58–63^ and is associated with aggressive phenotypes such as increased tumor size, lymph node metastases, and poor prognosis^61,62,64^. The early view of LATS1 and LATS2 as redundant paralogs, which function solely within the Hippo pathway to phosphorylate and inactivate the transcriptional cofactors YAP and TAZ^65,66^, has recently been expanded. In particular, it has been reported that the LATS proteins can act in a YAP/TAZ-independent manner to restrict ERα activity^67^. Intriguingly, others have reported that Hippo pathway proteins actually induce ERα activity^68–72^. Elucidating distinct functions of LATS1 and LATS2 might help resolve these apparent discrepancies; for instance, we previously reported that depletion of LATS1 but not LATS2 in the mouse MMTV-PyMT model, which shares features with human lumB breast cancer, results in the adoption of more basal-like characteristics and increased resistance to tamoxifen^61^.

Here we report the use of single-cell profiling to generate a high throughput multi-parametric analysis of cellular epigenetic heterogeneity in mammary tumors. Specifically, we describe the existence of an epigenetically distinct basal-like population within luminal tumors. LATS1 thwarts this luminal-to-basal-like phenotypic cell plasticity by augmenting NCOR1 repressive activity and facilitating H3K27ac deacetylation. We propose that by ensuring the shutoff of ERα-repressed genes, the LATS1–NCOR1 axis maintains luminal cell identity, thereby restricting the progression of luminal breast cancer.

## Results

Polyomavirus middle T oncogene (PyMT)-driven mammary tumors (MMTV-PyMT) are a commonly used mouse model of breast cancer^73–75^. Cancer progression and gene expression patterns in this model^76^ share common features with human lumB tumors^77^. Therefore, it is often used as a proxy for lumB cancer. It is noteworthy that MMTV-PyMT tumors show progressive loss of ER expression, which is observable also in a subset of lumB tumors but usually not in lumA tumors^78,79^.

Using a custom-designed antibody panel for Epigenetic-focused CyTOF (EpiTOF)^80,81^ (see Table S1), we performed high-dimensional phenotypic classification of single cells from five PyMT tumors from 3.5-month-old female mice. Including known markers of cell differentiation and identity^82–86^ in the CyTOF panel enabled to assign of the tumor epithelial cells to subpopulations representing different phenotypic states: luminal progenitors (“lumP”), mature luminal (“luminal”), and a small but discrete subpopulation displaying molecular features that are commonly associated with a basal-like state (“basal-like”) (Fig S1a), as well as nonepithelial tumor-associated cells such as fibroblasts and immune cells. This is consistent with the notion that human luminal tumors often include basal-like cell subpopulations^82,83,87–92^. Interestingly, the EpiTOF panel revealed that these subpopulations differ epigenetically; the two modifications that most consistently distinguished between the mature luminal and basal-like cell populations were H3K36me2 (higher in luminal) and H3K27ac (higher in basal-like) (Fig S1b, c), reflecting the critical role of epigenetic modifications in defining cell identity^84^.

Next, we derived primary cell cultures from PyMT tumors and subjected them to EpiTOF analysis. Reassuringly, the in vitro cultured cells recapitulated the in vivo phenotypic distribution (Fig. 1a, left panel). Remarkably, depletion of the *Lats1* tumor suppressor (Lats1-CKO) increased the fraction of basal-like cells at the expense of mature luminal cells in vitro (Fig. 1a, right panel, and Fig S1d), in concordance with our earlier observation that Lats1-CKO mammary tumors are enriched for basal-like features^61^. Intriguingly, the Lats1-CKO cultures were also enriched, to various degrees, in a subpopulation of cells defined as fibroblasts, based on their expression of LATS1 (deleted in the epithelial compartment) and CD44^93^ (Figs. 1a and S1d, right). Echoing the higher levels of H3K27ac in basal-like cells and H3K36me2 in luminal cells (Fig. S1b,c), these epigenetic marks were also the most differential between the WT and Lats1-CKO cultures (Fig. 1b). Specifically, H3K27ac tended to be higher in Lats1-CKO cells, whereas H3K36me2 was higher in WT cells, in all three subpopulations: luminal progenitor (lumP), luminal and basal-like (Fig. 1c). The global differences in H3K27ac and H3K36me2 levels between WT and Lats1-CKO cells, confirmed by Western blots (Fig. 1d), suggest that LATS1 may maintain luminal cell identity, at least in part, by stabilizing defined epigenetic states.

**Fig. 1:**
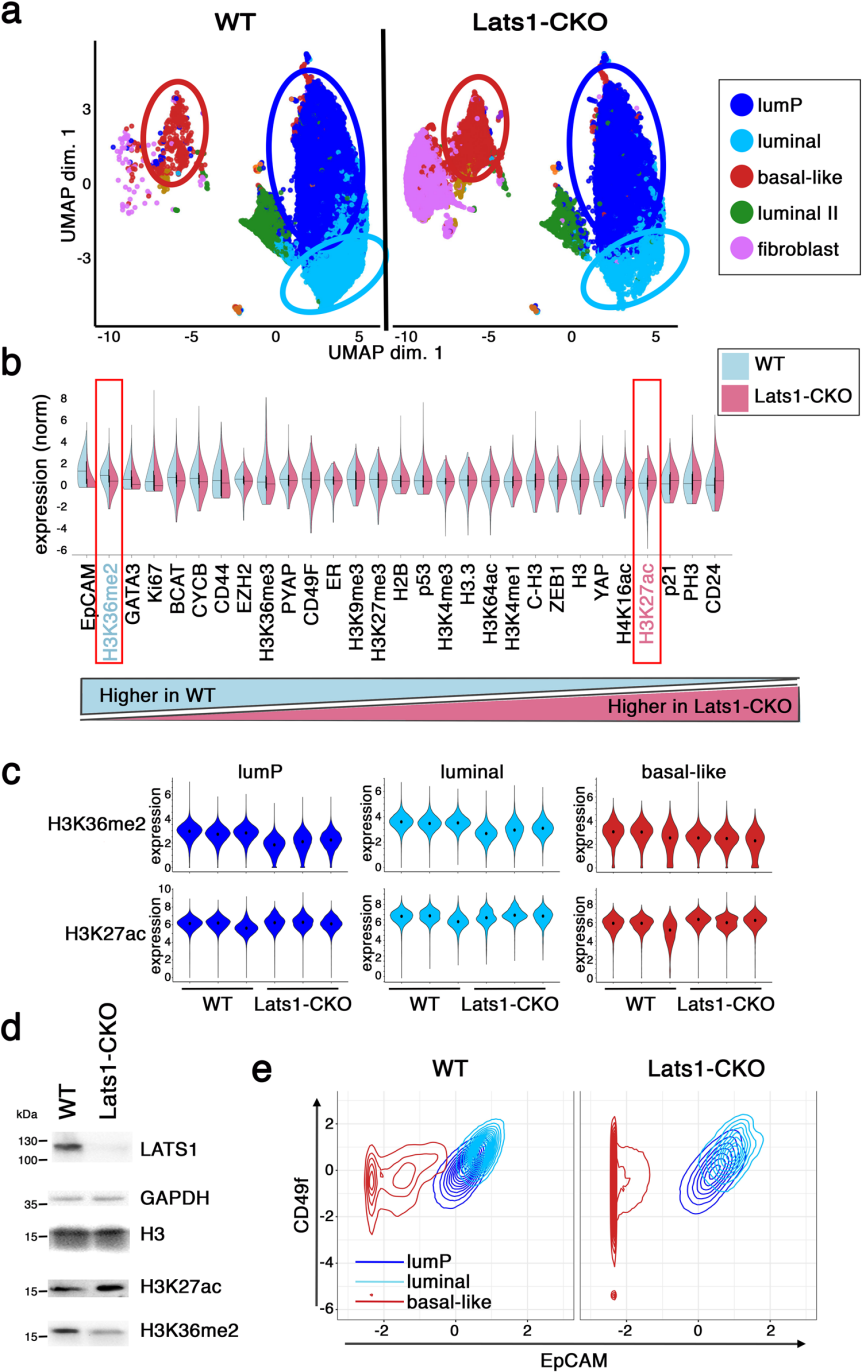
*Lats1* knockout promotes an epigenetically distinct basal-like population. **a** Single cells derived from 3 WT (left panel) and 3 littermate-matched Lats1-CKO (right panel) PyMT-driven tumors were processed for EpiTOF analysis as described in the “Methods” section. Shown is a uniform manifold approximation and projection for dimension reduction (UMAP). Relevant populations are indicated by circles. LumP luminal progenitors. **b** Comparison of the relative levels of EpiTOF markers in the WT vs. Lats1-CKO EpiTOF-defined in vitro basal-like subpopulations. Expression of each of the markers was centered to zero mean and displayed as a split violin plot ordered by directionality and extent of the difference. Black lines designate medians. Red boxes denote H3K36me2 and H3K27ac. **c** Violin plot comparing mean expression levels of the indicated epigenetic marks in WT vs. Lats1-CKO PyMT cells in the three different subpopulations of the in vitro EpiTOF samples (defined in **a**). **d** Western blot analysis of H3K27ac and H3K36me2 in WT and Lats1-CKO in vitro samples. GAPDH served as a loading control. Total H3 levels are also shown. Representative blot of five biological repeats. **e** Bivariate contour plots showing the expression (*Z*-scores) of EpCAM and CD49f in WT vs. Lats1-CKO in vitro EpiTOF samples, within the indicated subpopulations.

Expression of epithelial cell adhesion molecule (EpCAM) and Integrin α6 (CD49f) is commonly used to distinguish between luminal and basal-like mammary cells^25,91,94–99^. Luminal progenitor cells are defined as EpCAM+/CD49f+^94,99–101^ and are thought to be the precursors to both luminal and basal-like tumors^91^. To further investigate the impact of LATS1 on cell identity, we, therefore, utilized these cell surface markers, which strongly segregated between the luminal/luminal progenitor (henceforth called “luminal”) and basal-like subpopulations of both WT and Lats1-CKO PyMT cancer cells (Fig. 1e).

Next, WT and Lats1-CKO cultures were FACS-separated into defined luminal or basal-like subpopulations (Fig. 2a), briefly expanded, and subjected to global gene expression (RNA-seq) (Fig S2a) and chromatin accessibility (ATAC-seq) analyses. 

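For ATAC-seq, the authors deposited 1 peak list for each of 8 libraries, 2 from each of the 4 sorted subpopulations. The lists carry no replicate numbers, so the libraries are named here as the authors named them. BM1 and BM5 were WT luminal, BM2 and BM6 WT basal-like, BM3 and BM7 Lats1-CKO luminal, and BM4 and BM8 Lats1-CKO basal-like. Nothing in the labels pairs a luminal with a basal-like library, and no pairing was used. The authors called the peaks in each library separately with MACS2 and removed those on the ENCODE blacklist. Each peak has a position on mm10 (GRCm38) and a score, which was at least 13 in every library. It was taken to be the MACS2 score, as inferred from its values. The score depends on sequencing depth and was not normalized between libraries, so it was used only as a percentile within a library. The lists hold no read counts. The paper's methods give an average number of reads per sample, and the depth of each library is in neither its text nor the lists. Peaks of all 8 libraries that overlapped by at least 1 bp were merged into 183194 regions, with a median width of 153 bp. A library was counted as having a peak in a region when at least 1 bp of a peak lay in it. The absence of a peak means that none was called there, which depends on depth as well as on accessibility. The RNA-seq data were not used here.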

To validate the cell identity of the FACS-sorted subpopulations, we compared the expression levels (Fig S2b), chromatin accessibility (Fig S2c), and staining intensity (Fig S2d) of conventional luminal (Krt8 and Krt18) and basal (Krt14 and Krt5) markers. 

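In the ATAC-seq peak lists, Krt18 (ENSMUSG00000023043, chromosome 15 of GRCm38, 102028180 to 102032027, plus strand) had a peak within 1 kb of its transcription start site (TSS) in all 4 WT libraries and in the Lats1-CKO luminal library BM7. It had none in the Lats1-CKO luminal library BM3 or in the Lats1-CKO basal-like libraries BM4 and BM8. The score percentile of the Krt18 peak was 56.6 in BM1 and 52.2 in BM5 (WT luminal), 57.6 in BM2 and 51.0 in BM6 (WT basal-like), and 26.2 in BM7. Krt8 (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482, minus strand) had a peak within 1 kb of a TSS in every library. The highest score percentile there was 75.7 in BM1 and 96.3 in BM5, and 65.5 in BM2 and 31.4 in BM6. It was 54.1 in BM3 and 29.5 in BM7, and 50.3 in BM4 and 43.0 in BM8. These values are of a peak upstream of the gene, except in BM1, where the peak over the first exon was higher. The first-exon peak had a percentile of 75.7 in BM1, 37.8 in BM5, 35.1 in BM2 and 12.6 in BM7. It was absent from BM3, BM4, BM6 and BM8. Of the genes of the sorting markers, Epcam had a peak within 1 kb of a TSS in every luminal library. Its highest percentile was 88.0 in BM1, 66.0 in BM5, 65.0 in BM3 and 74.4 in BM7. In basal-like libraries it was 66.1 in BM2 and 22.5 in BM6, and BM4 and BM8 had no such peak. Itga6, which encodes CD49f, had a peak there in every library. With 2 libraries in each group, these differences were not tested.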

Of note, these markers may be expressed to some extent also in tumors that are defined as luminal^102^, supporting the notion that tumors display greater heterogeneity than normal breast tissues and therefore actually constitute a spectrum of phenotypic states rather than a discrete luminal or basal-like state. 

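Krt14 (ENSMUSG00000045545, chromosome 11 of GRCm38, 100203162 to 100207548, minus strand) had a peak just upstream of, or over, its first exon in all 8 libraries. In WT cells that peak had a score percentile of 36.6 in BM1 and 38.5 in BM5 (luminal) and of 23.8 in BM2 and 15.0 in BM6 (basal-like). In Lats1-CKO cells it was 8.28 in BM3 and 35.4 in BM7 (luminal) and 30.0 in BM4 and 62.3 in BM8 (basal-like). A peak farther upstream of Krt14 (100209847 to 100210107 in BM7) had another order. Its percentile was 90.9 in BM1, 67.7 in BM5, 88.1 in BM2 and 27.1 in BM6 (WT). In Lats1-CKO cells it was 1.17 in BM3, 91.2 in BM7 and 41.2 in BM8, and BM4 lacked the peak. Krt5 (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898, minus strand) had peaks within 5 kb of its TSS in BM1, BM2, BM4, BM7 and BM8. The highest score percentile of these peaks was 38.1 in BM1 and 42.0 in BM2 (WT), and 79.9 in BM4, 79.7 in BM7 and 76.3 in BM8 (Lats1-CKO). None was called in the WT libraries BM5 and BM6 or in BM3. Within 1 kb it had a peak in BM7 alone, from 101712979 to 101713088, with a score percentile of 1.23.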

As expected, luminal markers displayed more “open” chromatin and were more highly expressed in the luminal subpopulations. However, cells lacking LATS1 displayed a drift towards a more basal-like state; even when sorted as luminal by the surface abundance of EpCAM and CD49f, they showed chromatin and keratin staining patterns partly resembling basal-like cells (Fig. S2c, d).

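Beyond the keratins, a list of 20 luminal genes and a list of 18 basal-like genes were set before the data were examined, and genes with a peak within 1 kb of a TSS were counted. Of the luminal genes, 19 and 17 had such a peak in the WT luminal libraries BM1 and BM5, and 16 and 10 in the WT basal-like libraries BM2 and BM6. In Lats1-CKO cells, the number was 10 in BM3 and 16 in BM7 (luminal) and 7 in BM4 and 6 in BM8 (basal-like). The difference in means was -5.75 genes between the 4 Lats1-CKO and the 4 WT libraries, and also -5.75 between basal-like and luminal libraries. Neither difference passed the threshold of 0.05 (two-sided exact permutation test, p = 0.143 for each). The smallest p that 4 libraries against 4 allow is 0.029. Each test ignored the other factor, so it does not exclude an effect of genotype or of population. Within each population, both WT libraries had more such genes than both Lats1-CKO libraries. Within each genotype, both luminal libraries had more than both basal-like libraries. No test that takes both factors into account was made. Of the basal-like genes, 12, 11, 10 and 10 had a peak in BM1, BM2, BM5 and BM6, and 7, 12, 14 and 10 in BM3, BM4, BM7 and BM8. The means of the basal-like list were equal between genotypes and between populations (exact permutation test, p = 1.0 for each). Without BM3, the difference of the basal-like list between genotypes was 1.25 genes (exact permutation test, p = 0.371). Within 5 kb, 16, 14, 12 and 12 basal-like genes had a peak in BM1, BM2, BM5 and BM6, and 7, 16, 17 and 16 in BM3, BM4, BM7 and BM8, a difference of 0.5 between genotypes and of 1.5 between populations (exact permutation test, p = 0.971 and 0.714). Counting peaks within 5 kb moved the luminal list most at BM4, from 7 to 15 genes. It then had 19, 16, 17 and 11 genes in BM1, BM2, BM5 and BM6, and 10, 18 and 11 in BM3, BM7 and BM8. Both differences of the luminal list were smaller within 5 kb. The order within populations and genotypes no longer held throughout, with BM7 above BM5 and BM4 above BM3.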

**Fig. 2:**
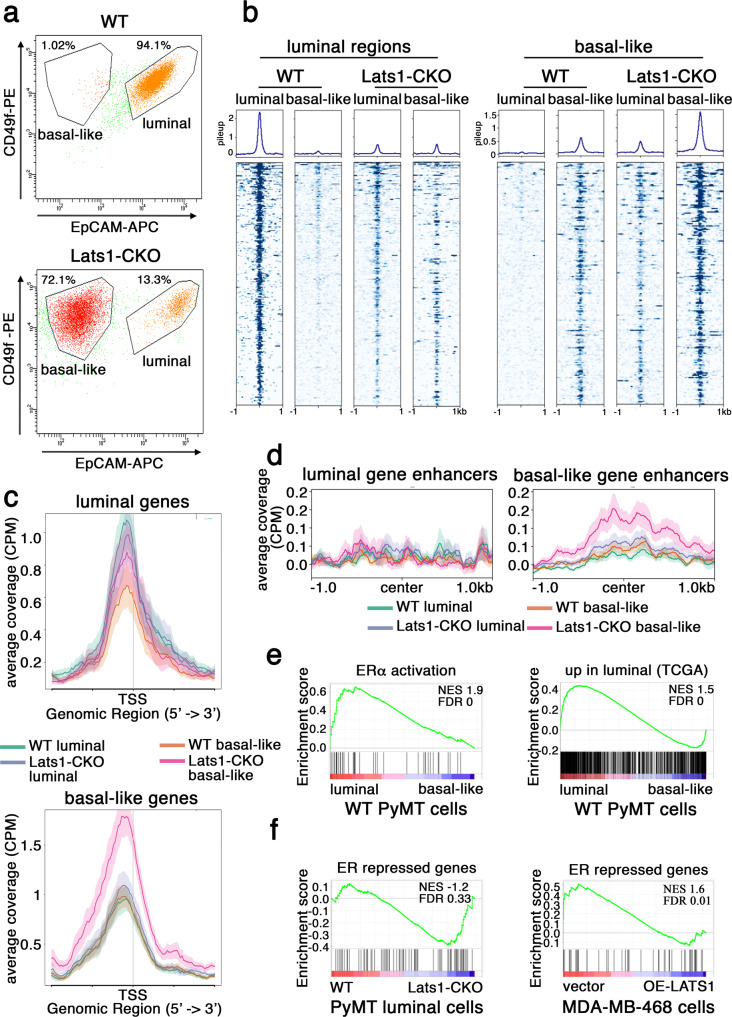
Characterization of luminal and basal-like subpopulations. **a** WT and Lats1-CKO PyMT-derived cell lines were FACS-sorted according to relative EpCAM and CD49f expression. Solid black lines demark luminal and basal-like subpopulations isolated for brief expansion in culture. **b** WT and Lats1-CKO FACS-enriched luminal and basal-like subpopulations were propagated to attain a minimum of 50,000 cells for analysis by ATAC-seq. Signals associated with WT luminal peaks (266 peaks, left) or WT basal-like peaks (212 peaks, right) are presented. Two biological replicates were analyzed to call differential peaks; one representative sample from each condition is depicted. **c** Cumulative ATAC-seq reads over TSS of genes differentially upregulated (RNA-seq analysis using *DESeq2* FC > 1.5, raw *p*-value < 0.05) in luminal (top) or basal-like (bottom) cells, in the indicated subpopulations. Two biological replicates were analyzed and the resultant ATAC-seq BAM files were merged. Lines depict average coverage, shaded areas represent SE. **d** Comparison of cumulative ATAC-seq reads over enhancers associated with genes differentially upregulated (RNA-seq analysis using *DESeq2* FC > 1.5, raw *p*-value < 0.05) in luminal (left, 92 enhancers) or basal-like (right, 374 enhancers) cells in WT and Lats1-CKO PyMT cells. Genes were associated with enhancers based on ENC+ EDP enhc-Gene dataset^166^. Merged coverage from replicates is shown. Lines depict average coverage, shaded areas represent SE. **e** Gene set enrichment analysis (GSEA) of WT luminal vs. WT basal-like differential gene expression compared with an ERα activated^30^ gene set (left) and with genes upregulated in human luminal tumors relative to basal-like tumors (TCGA) (right). **f** GSEA of PyMT WT vs. Lats1-CKO luminal (left) and MDA-MB-468 cells expressing vector control or LATS1 after 48 h of doxycycline induction (right), compared to an ER repressed^30^ gene set.

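The number of peaks was 72685 in BM1 and 58783 in BM5 (WT luminal), and 70446 in BM2 and 51497 in BM6 (WT basal-like). In Lats1-CKO cells it was 14753 in BM3 and 93467 in BM7 (luminal), and 86279 in BM4 and 99022 in BM8 (basal-like). The mean was 63353 ± 9981 (SD, n = 4 libraries) in WT and 73380 ± 39431 (SD, n = 4) in Lats1-CKO, a difference of 10028 peaks that was within the spread of the libraries (two-sided exact permutation test, p = 0.714). Without BM3, the difference was 29570 peaks, and each of the remaining 3 Lats1-CKO libraries had more peaks than each of the 4 WT libraries (exact permutation test, p = 0.029, the smallest that 3 libraries against 4 allow). Basal-like libraries had on average 16889 more peaks than luminal libraries (exact permutation test, p = 0.486). This difference rested mostly on the luminal library BM3 and was far smaller without it. The share of peaks within 1 kb of a TSS was between 24.3% and 30.1% in the WT libraries. It was 22.1%, 22.6% and 21.0% in BM4, BM7 and BM8, and 53.7% in BM3.

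**Figure D1:**
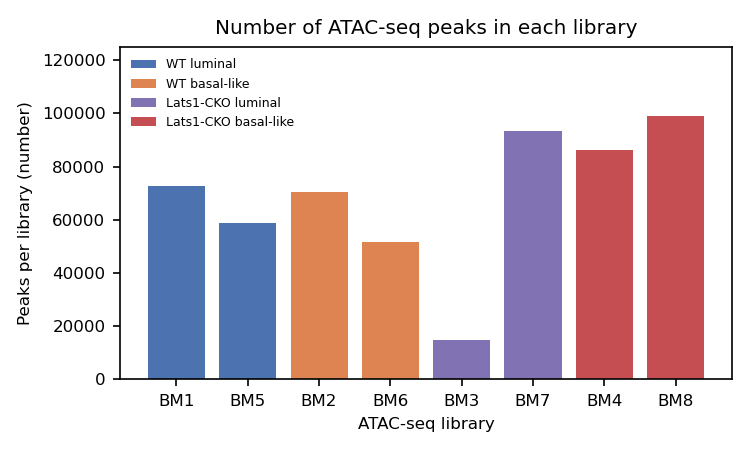
Number of ATAC-seq peaks (y axis) in each of the 8 libraries (x axis), coloured by sorted subpopulation. The library BM3 has 14753 peaks and the other 7 between 51497 and 99022.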

The ATAC-seq analysis of the different FACS-sorted subpopulations showed that overall, the total numbers of ATAC-seq peaks were similar between the Lats1-CKO and WT subpopulations (Table S2). However, distinct genotype and phenotype-specific patterns of distribution of chromatin accessibility were clearly discernable. In particular, WT luminal-specific regions that were inaccessible in WT basal-like cells (Fig. 2b, left, WT), tended to be less prominent but equally open in Lats1-CKO luminal and Lats1-CKO basal-like cells (Fig. 2b, left, Lats1-CKO). Furthermore, WT “basal” regions, defined as selectively open in WT basal-like but not WT luminal cells, were more open in Lats1-CKO basal-like cells (Fig. 2b, right). 

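How far the peaks of 2 libraries coincide was measured by the Jaccard index, the bases covered by a peak in both libraries divided by those covered in either. Its mean over the 12 pairs of libraries of the same genotype was 0.340, and over the 16 pairs of different genotype 0.319. The difference of 0.0208 was reached or exceeded by 5 of the 35 ways to split the 8 libraries into 4 and 4 (exact permutation, one-sided p = 0.143, with 0.029 the smallest possible). Between luminal and basal-like libraries the difference was -0.0048, reached or exceeded by 18 of the 35 splits. Without BM3, the difference by genotype was 0.0502, the largest of its 35 splits, and it was negative without BM1, without BM5 and without BM2 (-0.00700, -0.00988 and -0.00766). Peaks covered 15526143 to 18880152 bases in BM4, BM7 and BM8, and 8814693 to 13650226 in the WT libraries. Unequal numbers of bases lower the largest possible index, so the result without BM3 cannot tell other positions of peaks from more bases covered. The most similar pairs were BM1 with BM2 (0.536) and BM7 with BM8 (0.465), each a luminal with a basal-like library of the same genotype. Libraries of the same subpopulation had an index of 0.372 (BM1 and BM5), 0.428 (BM2 and BM6), 0.367 (BM4 and BM8) and 0.129 (BM3 and BM7).

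**Figure D2:**
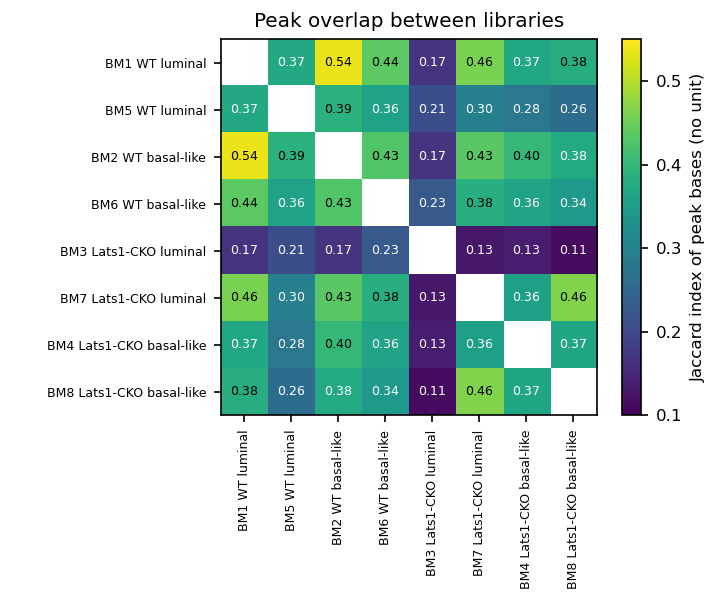
Jaccard index of peak bases, without unit, for each pair of the 8 libraries, ordered by subpopulation. BM1 and BM2 share the most (0.536), and BM3 has an index of at most 0.226 with any other library.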

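From the peak lists, WT luminal regions were defined as merged regions with a peak in both WT luminal libraries and in neither WT basal-like library, and there were 2141. The authors compared read counts with DiffBind at a raw p-value threshold, which the peak lists do not allow, so the regions here are not the peaks of Fig. 2b. Mixed regions, with a peak in exactly 1 WT luminal and 1 WT basal-like library, served for comparison, since they were also called in 2 of the 4 WT libraries. There were 15538 of these, and 8960 of them were defined by BM1 and BM2. They were thus not matched to the other regions in their libraries. Of the mixed regions, 76.9% had a peak in BM1 and 75.2% in BM2, but 23.1% in BM5 and 24.8% in BM6. Of the WT luminal regions, 55.5% had a peak in the Lats1-CKO luminal library BM7, and 36.8% and 48.9% had one in the Lats1-CKO basal-like libraries BM4 and BM8. Of the mixed regions, 61.7% had a peak in BM7, 49.6% in BM4 and 56.3% in BM8. In BM3, with its few peaks, the share was 1.8% of the WT luminal and 2.2% of the mixed regions. The mean over the Lats1-CKO basal-like libraries was 42.9%, and it changed most, to 14.9%, when the regions were defined without BM1 and so by a peak in BM5 alone. The 5 WT luminal regions with the highest smaller score percentile of the defining libraries lay nearest to the TSS of Mir6933, Anxa7, Gm13996, Wdr72 and Ercc6. The regions at Mir6933, Anxa7, Gm13996 and Ercc6 had a peak in BM7. That at Anxa7 (chromosome 14, 20479826 to 20480182) also had one in BM3, that at Gm13996 in BM8 and that at Ercc6 in BM4 and BM8. The region in the first exon of Wdr72 (chromosome 9, 74110229 to 74110402) had a peak in no Lats1-CKO library.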

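WT basal-like regions, with a peak in both WT basal-like libraries and in neither WT luminal library, numbered 1895. In the Lats1-CKO basal-like libraries, 68.9% of them had a peak in BM4 and 68.2% in BM8, which was 1.39 and 1.21 times the share of mixed regions with a peak in the same library. The corresponding ratios for WT luminal regions were 0.741 and 0.869. Because the defining WT libraries have a peak in all of these regions by construction, each WT library was also held out in turn. Regions with a peak in 1 WT basal-like library and none in 1 WT luminal library had a peak in the held-out WT basal-like library in 31.3% of cases, as the mean over the 4 choices of defining libraries (range 16.4% to 49.8%). In the same regions, the mean was 49.5% in BM4 (range 43.1% to 57.5%) and 52.8% in BM8 (range 41.6% to 65.3%). With the populations exchanged, regions with a peak in 1 WT luminal library and none in 1 WT basal-like library had a peak in the held-out WT luminal library in 24.7% of cases (range 16.8% to 34.9%), in BM4 in 28.3%, in BM8 in 35.5% and in BM7 in 39.5%. The held-out WT basal-like library had a peak in 30.0% of them (range 10.5% to 51.5%), more than the held-out WT luminal library in 3 of the 4 choices. The mean of BM4, BM7 and BM8 was therefore above that of the held-out library of the same population in both kinds of region. For regions with a peak in BM5 and none in BM6, all 3 were below it. In luminal regions, BM4 was on average also below the held-out WT basal-like library. These 3 libraries had more peaks than any WT library (86279 to 99022 against 51497 to 72685). The comparison therefore cannot tell a change in these regions from a larger number of peaks. The 4 choices share libraries, and no test was made between them. The 5 WT basal-like regions with the highest smaller score percentile lay nearest to 2010203P06Rik, Gm49414, AC091309.2, Fyco1 and Gm48815, and all 5 had a peak in BM4 and BM8.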

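In the Lats1-CKO luminal library BM7, 68.5% of the 1895 WT basal-like regions had a peak, which was 1.11 times the share of mixed regions. In BM3, the other Lats1-CKO luminal library, 1.9% had one. The WT luminal libraries have no peak in these regions by construction. The ratios to mixed regions depend on which libraries defined the mixed ones. Of the 2985 mixed regions defined by BM1 and BM6, 77.5% had a peak in BM7 and 71.9% in BM8, above the WT basal-like regions. In BM4 their share was below, as were those of the other mixed pairs in BM4, BM7 and BM8. In the comparison with held-out libraries, a held-out WT luminal library had a peak in 37.3% of regions defined by 1 WT basal-like library (range 16.8% to 55.7% over the 4 choices), more than the held-out WT basal-like library in 3 of the 4 choices. BM7 had one in 53.0% (range 38.7% to 67.7%) and BM3 in 2.59%. The share of WT basal-like regions exceeded that of WT luminal regions by 13.1 percentage points in BM7, by 32.2 in BM4 and by 19.3 in BM8. Among the settings that kept all 8 libraries, the difference was from 6.94 to 14.2 in BM7, from 32.1 to 39.4 in BM4 and from 17.6 to 22.1 in BM8. In BM3 it was 0.0782 with all peaks. With the 10000 highest-scoring peaks of each library, 45.5% of WT luminal and 32.5% of WT basal-like regions had a peak in BM3, a difference of -13.0, opposite in sign to the 6.94 of BM7. Leaving out a WT library leaves 1 kind of region defined by a peak in a single library, and that kind then had the lower share in BM4, BM7 and BM8 each time, so the sign in these settings follows from their construction. Without BM1 and without BM5 the difference was 70.7 and 29.8 percentage points in BM7, 62.6 and 49.3 in BM4 and 65.8 and 37.2 in BM8. Without BM2 and without BM6 it was -24.3 and -30.3 in BM7, -8.51 and -7.42 in BM4 and -11.8 and -22.1 in BM8.

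**Figure D3:**
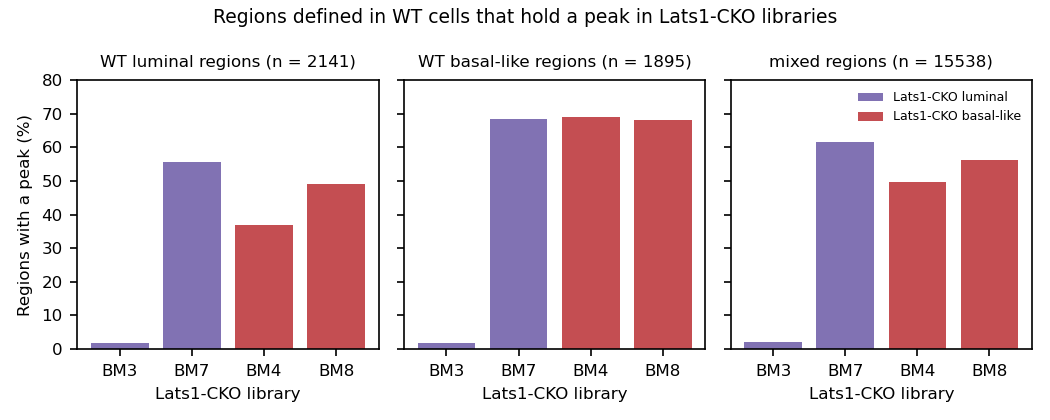
Percent of WT luminal, WT basal-like and mixed regions (panels) that have a peak in each Lats1-CKO library (x axis). In BM4, BM7 and BM8 the share is highest for WT basal-like regions, between 68.2% and 68.9%, and in BM3 it is at most 2.2% in each panel. Mixed regions are taken as a whole, whichever libraries defined them.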

Importantly, while practically inaccessible in WT luminal cells, these “basal” peaks became markedly accessible in Lats1-deficient luminal cells (Fig. 2b, right). Extending the observations in Fig. S2c, this ATAC-seq data further confirmed that Lats1-deficient luminal cells, although expressing luminal surface markers, retain “basal” regions in an open chromatin conformation. Expectedly, chromatin openness (deduced from ATAC-seq) was positively correlated with gene expression (deduced from RNA-seq) (Fig S2e).

Collectively, these data imply that whereas WT cells maintain defined luminal and basal-like cell states, with distinct chromatin architectures, cells lacking *Lats1* are unable to restrict chromatin accessibility in cell identity-defining regions. This may allow higher phenotypic plasticity and reduced barriers to transition from luminal to a more basal-like state, explaining the increased abundance of cells with basal-like features in Lats1-CKO tumors and cultures.

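How many regions were open in WT cells as a whole was counted as well. Of 27087 regions with a peak in all 4 WT libraries, 97.1% had a peak in BM7, 90.1% in BM4, 93.2% in BM8 and 43.0% in BM3. A further 71876 regions had a peak in no WT library, and of these 26164 had a peak in BM7, 28241 in BM4, 35549 in BM8 and 715 in BM3. By construction, each of the 71876 was called in a Lats1-CKO library, since the regions were merged from all libraries. The number of regions called in WT libraries alone is not given here. BM4, BM7 and BM8 also had more peaks than any WT library. These counts therefore cannot show a gain of accessibility without Lats1. From its accessibility data as a whole, the paper proposes that cells without Lats1 cannot restrict accessibility in the regions that define cell identity.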

Next, chromatin accessibility associated with genes expressed differentially between luminal and basal-like WT cells (defined by our RNA-seq), was compared between the four subpopulations (WT luminal; WT basal-like; Lats1-CKO luminal and Lats1-CKO basal-like). As expected, WT luminal cells maintained the chromatin of “luminal” genes most open, while WT basal-like cells kept these genes in a closed chromatin state (Fig. 2c, top). In contrast, Lats1-CKO cells maintained a moderately open chromatin state of these genes, irrespective of whether they expressed luminal or basal-like cell surface markers (Fig. 2c, top). Conversely, Lats1-CKO basal-like cells maintained the chromatin of “basal” genes in a highly open state, but the WT cells retained these genes relatively closed, even within their basal-like subpopulation (Fig. 2c, bottom). Interestingly, enhancers associated with genes expressed preferentially in the basal-like state were more accessible in basal-like Lats1-CKO cells than in their WT counterparts (Fig. 2d, right), although “luminal” gene enhancers were not differentially accessible in any of the cell types (Fig. 2d, left). Together, these observations suggest that cells derived from PyMT mouse mammary carcinomas maintain a predetermined chromatin state depending on genotype: cells with intact LATS1 tend to retain a luminal chromatin setting, whereas cells lacking LATS1 are predisposed to adopt a basal-like chromatin architecture, thereby reducing epigenetic barriers and enabling them to slip more readily into a more basal-like phenotypic state.

As expected, estrogen receptor signaling (“ERα activation”^30^) was significantly enriched among the genes differentially expressed in WT luminal, compared to WT basal-like cells (Fig. 2e, left and Fig S2f). Concordantly, along with other motifs (Table S3), estrogen response elements (ERE) were significantly enriched in our ATAC-seq “luminal” peaks (Fig. 2b, left, and Table S4). 

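The estrogen response element was searched in the central 400 bp of each region as GGTCANNNTGACC with at most 1 mismatch, on the GRCm38 sequence. It was found in 32 of the 2141 WT luminal regions (1.49%) and in 250 of the 15538 mixed regions (1.61%), an odds ratio of 0.928 (two-sided Fisher's exact test, p = 0.782). This test is over regions, which are not replicates. It is unlike that of the paper, whose methods name a Genomatix tool and a motif from HOMER. The setting that moved the result most kept the peaks of each library above its median score, with 35 of 1425 WT luminal regions (2.46%) and 107 of 7833 mixed regions (1.37%) holding the element, an odds ratio of 1.82 (Fisher's exact test, p = 0.0033). The lowest odds ratio, 0.591, came from searching whole regions (Fisher's exact test, p = 0.077). The element was then in 13 of 2141 WT luminal and 159 of 15538 mixed regions. Over the settings that gave a test, the p ranged from 0.0033 to 1.0 (Fisher's exact test). WT luminal regions lay within 1 kb of a TSS less often than mixed regions, 13.7% against 16.6% (odds ratio 0.801, Fisher's exact test, p = 7.3e-04). That direction was reversed among the peaks above each library's median score (odds ratio 1.66) and among the 10000 highest-scoring peaks of each library (1.25), and without BM5 it was absent (1.06, with no test).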

Importantly, the gene expression pattern of our EpCAM/CD49f-defined luminal subpopulation was significantly similar to a human luminal breast cancer gene signature (Fig. 2e, right), further supporting the human relevance of the MMTV-PyMT model.

Remarkably, compared to their WT luminal counterparts, Lats1-CKO luminal cells displayed elevated expression of genes defined in two independent datasets as repressed by ERα (“ER repressed genes”^30^ Fig. 2f, left and “ER repressed genes”^103^ Fig. S2g). Expression of such genes was suppressed also upon overexpression of LATS1 in MDA-MB-468 human basal-like breast cancer cells (Fig. 2f, right). Notably, similar to “basal” gene enhancers, enhancers of genes repressed by ER were more “open” in Lats1-CKO luminal cells, compared to WT luminal cells (Fig. S2h). 

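In WT basal-like regions, as defined above, the estrogen response element was found in 32 of 1895 (1.69%) against 250 of the 15538 mixed regions (1.61%), an odds ratio of 1.05 (two-sided Fisher's exact test, p = 0.772). When no mismatch was allowed, it was found in 10 of 1895 WT basal-like regions (0.528%) and in 14 mixed regions (0.0901%), an odds ratio of 5.88 (Fisher's exact test, p = 1.0e-04). When 2 mismatches were allowed, the odds ratio was 0.925 (Fisher's exact test, p = 0.252).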

Correspondingly, ERE motifs were significantly overrepresented also in chromatin regions accessible only in basal-like state (Fig. 2b, right and Table S4). These differences were not accompanied by changes in the amount of ERα protein expression (Fig. S2i).

Together, this supports the conjecture that in both PyMT mouse mammary carcinoma cells and human breast cancer cell lines, LATS1 may maintain luminal identity by facilitating the repression of a subset of genes, including ERα-repressed genes, which should remain silent in luminal cells. In line with this notion, genes more highly expressed in Lats1-CKO luminal cells than in WT luminal cells were consistently associated with chromatin regions more accessible (“up”) in basal-like (BL) than in luminal state (Fig. S2j).

To further explore the plasticity of tumor cell state, the basal-like subpopulation was FACS-sorted from WT PyMT tumor-derived cells (Fig. 3a, panel 2) and its phenotypic composition was followed over time. Remarkably, within six passages of the enriched basal-like cells, a significant portion of the population is already presented as luminal (Fig. 3a, panel 3). We then re-purified the basal-like population of these cells by FACS sorting (Fig. 3a, panel 4); once more, within seven additional passages, approximately half the population was already presented again as luminal (Fig. 3a, panel 5). Moreover, with additional passaging this “mixed” cell culture shifted gradually further towards an even more luminal state (Fig. 3a, panels 6, 7). Interestingly, as cells became less basal-like, genes upregulated upon *Lats1* deletion (Fig. S2j) were less transcribed (Fig. 3b). In contrast, the basal-like cell subpopulation that was FACS-sorted from Lats1-CKO cells, maintained its basal-like phenotype over multiple passages (Fig. S3a). Together, this demonstrates that PyMT mouse mammary carcinoma cells that retain LATS1 expression have an inherent preference to maintain a stable luminal cell state.

**Fig. 3:**
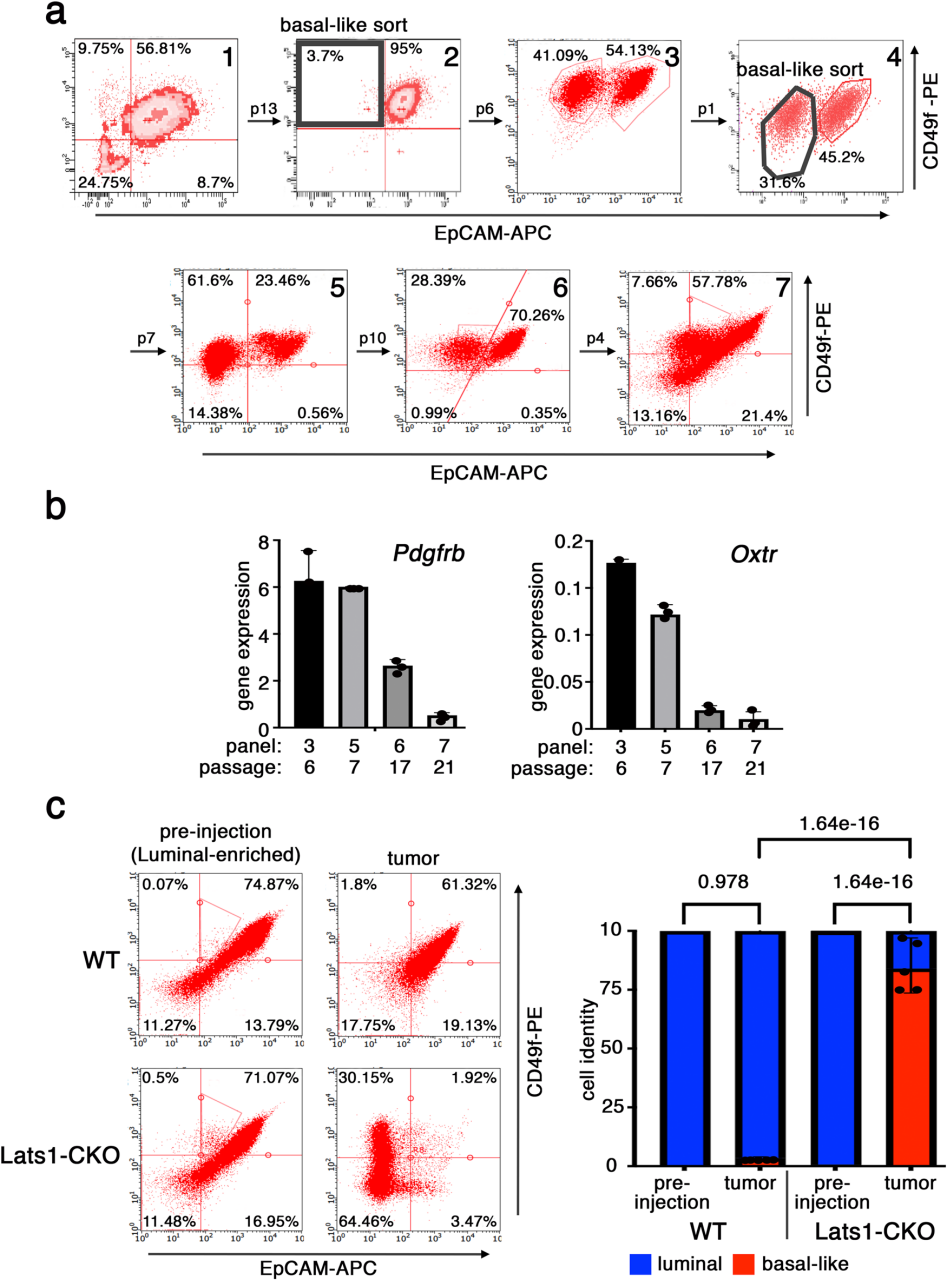
Luminal and basal-like subpopulations display phenotypic plasticity. **a** Dissociated cells from a freshly harvested WT PyMT tumor were profiled by FACS (top, panel 1), using antibodies for EpCAM and CD49f. Basal-like cells are defined as EpCAM^low^CD49f^high^ (upper left quadrant), while luminal cells (including also luminal progenitors) are defined as EpCAM^high^CD49f^high^ (upper right quadrant). After 13 passages in culture, the small basal-like subpopulation was enriched by FACS sorting (panel 2), followed by additional passaging in culture and FACS analysis (panel 3). The basal-like subpopulation was then enriched again (panel 4) and further cultured, with intermittent FACS profiling after the number of passages indicated above the arrows (panels 5–7). Bold black shapes labeled “basal-sort” depict the gates used for FACS-enrichment of the basal-like cell population. **b** WT PyMT cells were harvested in parallel to the FACS analyses, and mRNA was extracted and analyzed by RT-qPCR to quantify the expression levels of LATS1-repressed, “basal” genes. Values were normalized to *Hprt* expression. “panel” refers to the corresponding panel number in (**a**). The cumulative number of passages is also indicated. Data are presented as mean values ± SD of three technical replicates. Source data are provided as a Source Data file. **c** WT and Lats1-CKO luminal-enriched cells were injected into mouse mammary fat pads. Four weeks later, tumors were harvested, dissociated, and subjected to FACS analysis. Representative FACS profiles of cells pre-injection and from dissociated tumors are shown (left). A graphical representation of the relative portions of luminal (high EpCAM) and basal-like (low EpCAM) cells are shown on the right (mean ± SE of five mice from each group). One-way ANOVA was used to compute significance. Source data are provided as a Source Data file.

To assess cancer cell plasticity in vivo, FACS-separated luminal and basal-like subpopulations from WT and Lats1-CKO cell lines were injected into mammary fat pads of syngeneic mice, and tumors were analyzed 4 weeks later. Remarkably, whereas WT luminal cells retained their luminal identity within the tumors, ~80% of the Lats1-CKO luminal cells transitioned to a basal-like phenotype (Fig. 3c). Concordantly, these tumors displayed markedly different histologies; whereas WT luminal cells generated poorly differentiated carcinomas, Lats1-CKO luminal cells generated basal-like sarcomatoid carcinomas (Fig. S3b). Furthermore, within the timeframe of these experiments, only the Lats1-CKO cells gave rise to lung metastases (Fig. S3b). Intriguingly, the injection of purified basal-like cells of either genotype did not yield any palpable tumors (Fig. S3c), suggesting that this subpopulation may lack tumor-initiating capacity. However, when luminal cells were injected together with genetically matched basal-like cells, this combination yielded larger tumors than the same number of luminal cells injected alone (Fig. S3c). Thus, luminal-to-basal-like transitioned cells appear to augment tumor aggressiveness. Together, our data suggest that LATS1 may impose a barrier to bolster luminal cell identity and restrict cancer cell plasticity also in vivo, which may restrain tumor growth and curb its metastatic potential.

To implicate LATS1 more directly in the prevention of luminal-to-basal-like transition, we re-expressed an MYC-tagged version of mouse LATS1 in three independently derived Lats1-CKO cell lines (Fig. S4a). These cells tolerated only limited LATS1 expression, presumably reflecting an anti-proliferative phenotype of excessive LATS1. Despite this low expression, in each case, reconstitution of LATS1 resulted in a marked increase in the portion of cells displaying a luminal phenotype (Fig. 4a).

**Fig. 4:**
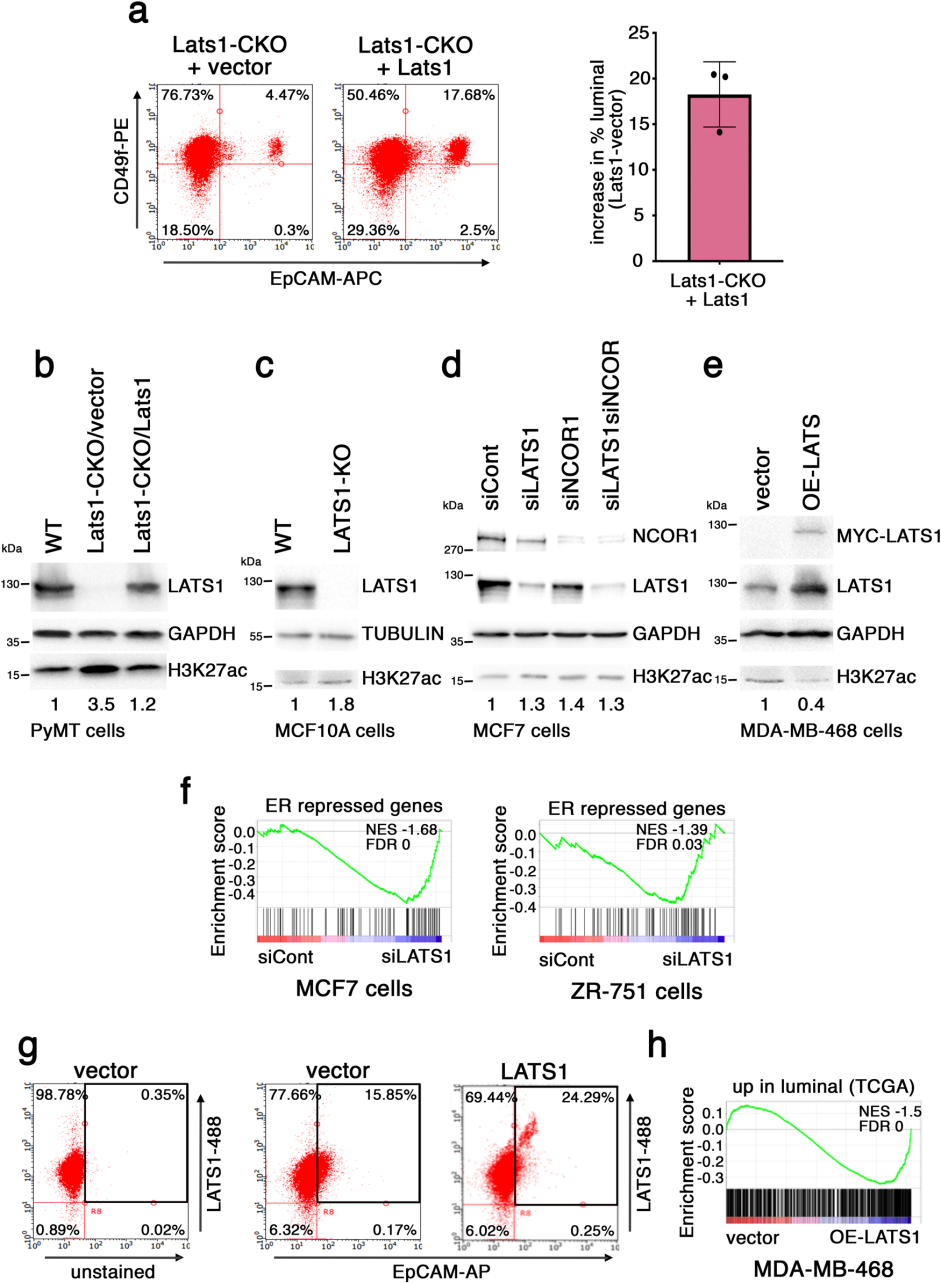
LATS1 regulates phenotypic plasticity. **a** MYC-tagged mouse *Lats1* or vector control was stably introduced into three independent Lats1-CKO cell lines. Left: representative FACS analysis as in Fig. 3a. Right: graphical representation of the proportional increase in luminal cells in each cell line upon LATS1 overexpression, measured as in (**a**, left) (mean ± SD of 3 cell lines). Source data are provided as a Source Data file. **b** Lats1-CKO PyMT cells stably harboring vector or MYC-tagged mouse *Lats1* were subjected to Western blot analysis with the indicated antibodies. A WT sample is presented in the first lane for comparison. GAPDH served as a loading control. Numbers under lanes represent relative H3K27ac band intensity, normalized to the corresponding loading control and control sample. Representative blot of five biological repeats. **c** MCF10A cells, either WT or with CRISPR/Cas9 deletion of LATS1 (LATS1-KO), were subjected to Western blot analysis with the indicated antibodies. Tubulin served as a loading control. Numbers are as in (**b**). Representative blot of two biological repeats. **d** MCF7 cells transiently transfected with the indicated siRNAs were subjected to Western blot analysis with the indicated antibodies. GAPDH served as a loading control. Numbers are as in (**b**). Representative blot of three biological repeats. **e** MDA-MB-468 cells harboring vector control or human MYC-LATS1, after 48 h of doxycycline induction, were subjected to Western blot analysis with the indicated antibodies. Top panel = 9E10 antibody, directed against the MYC-tag. GAPDH served as a loading control. Numbers are as in (**b**). Representative blot of four biological repeats. **f** GSEA of MCF7 (left) and ZR-751 (right) cells, transiently transfected with control siRNA (siCont) or LATS1 siRNA (siLATS1) (data from Furth et al.^61^), compared to an ER repressed^30^ gene set. **g** FACS analysis of MDA-MB-468 cells harboring vector control or human MYC-LATS1, after 48 h of doxycycline induction. Cells were first stained for APC-EpCAM, and then permeabilized to stain intracellular LATS1 (probed with Alexa Fluor 488 dyed secondary antibody). Black square designates the quadrant of EpCAM^high^ luminal cells. **h** GSEA of MDA-MB-468 cells without (vector) vs. with induction of LATS1 (OE-LATS1), compared to genes upregulated in human luminal tumors relative to basal-like tumors (data from TCGA).

In agreement with the elevated H3K27ac levels in Lats1-CKO cells (Fig. 1d), LATS1 reconstitution elicited a decrease in global H3K27ac (Fig. 4b). Importantly, LATS1 expression was negatively associated with H3K27ac levels also in human breast-derived cells; knockout of *LATS1* (LATS1-KO) in non-transformed mammary epithelial MCF10A cells (Fig. 4c) or silencing of *LATS1* (siLATS1) in MCF7 luminal breast cancer cells (Fig. 4d) resulted in modest augmentation of H3K27ac levels. In contrast, induced overexpression of LATS1 in human basal-like breast cancer MDA-MB-468 cells diminished H3K27ac levels (Fig. 4e). Furthermore, depletion of LATS1 from luminal MCF7 or ZR751 cells resulted in a global enrichment of ER-repressed gene expression (Fig. 4f), in line with the notion that restraining H3K27ac may be associated with LATS1-dependent maintenance of the luminal identity of human breast cancer cells.

To assess the phenotypic impact of LATS1 in human breast cancer cells, we subjected MDA-MB-468 cells to FACS analysis, employing EpCAM as a luminal marker. As expected, MDA-MB-468 cells were largely EpCAM negative (Fig. 4f, middle), in line with their basal-like identity^104^. Importantly, even in these basal-like cells, the population displaying elevated LATS1 also gained EpCAM positivity (Fig. 4g, right). Remarkably, overexpression of LATS1 in MDA-MB-468 cells was sufficient to render their gene expression pattern more similar to that of luminal breast cancer tumors (TCGA-BRCA dataset)(Fig. 4h). Additionally, expression of the canonical luminal marker KRT8 was compared between LATS1 reconstituted Lats1-CKO cells and their parental Lats1-CKO controls. As seen in Fig. S4b, the restoration of LATS1 expression significantly augmented both the number of KRT8-expressing cells and the intensity of KRT8 expression. Thus, LATS1 can favor luminal cell identity in mouse and human breast cancer cells, in association with the downmodulation of H3K27ac.

YAP and TAZ, the two Hippo-pathway downstream effectors of LATS1 signaling, have been associated with basal-like cell identity^70,105–108^. To examine whether hyperactivation of YAP and/or TAZ upon depletion of LATS1 might drive the acquisition and maintenance of basal-like cell attributes in our experimental system, we established inducible knockdown of *Yap* or *Taz* in WT or Lats1-CKO basal-like-enriched cells (Fig. S4c); as expected, knockout of *Lats1* augmented, and *Yap* or *Taz* depletion decreased, the expression of *Cyr61*, a canonical YAP/TAZ target^109,110^ (Fig. S4d). In line with our previous observations (Fig. 3a), WT basal-like cells acquired a mixed luminal/basal-like phenotype during culturing to attain stable knockdown pools, while Lats1-CKO cells retained a robust basal-like phenotype over multiple passages (shCont, Fig. S4e, f). However, contrary to expectations, following 14 days of YAP or TAZ depletion, WT basal-like cultures actually presented a moderately augmented, rather than attenuated, basal-like phenotype, while Lats1-CKO cultures (with initial high YAP/TAZ activity) fully retained their basal-like phenotype despite *Yap*/*Taz* depletion (Fig. S4e, f, shYAP and shTAZ). The phenotypic change in the YAP or TAZ-depleted WT basal-like cells was concurrent with more than a 50% decrease in expression of the luminal marker *Krt18* (Fig. S4g). Hence, in this experimental system, it seems strongly unlikely that LATS1-driven promotion of luminal state occurs via inhibition of YAP or TAZ.

To search for alternative mechanisms by which LATS1 might exert its pro-luminal effect, we queried our RNA-seq data for upstream regulators that might contribute to LATS1-dependent transcriptional differences. To enable more robust extrapolations, we performed Ingenuity Pathway Analysis^111^ (IPA, QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) on LATS1-dependent expression patterns from three different model systems: Lats1-CKO tumors^61^, Lats1-CKO luminal-enriched cell lines, and depletion of LATS1 in MDA-MB-468 cells (each compared to its corresponding WT or vector control). Interestingly, this analysis suggested that NCOR1 activity was significantly compromised in all LATS1-depleted systems (Fig. 5a). NCOR1 is a well-characterized co-repressor of ERα^112,113^ and its downregulation has been implicated in tamoxifen resistance^114–116^, presumably due to loss of luminal cell identity. NCOR1 regulates chromatin accessibility by recruiting histone deacetylases, leading to H3K27 deacetylation, chromatin condensation, and subsequent repression of “basal” gene transcription^30,117^.

**Fig. 5:**
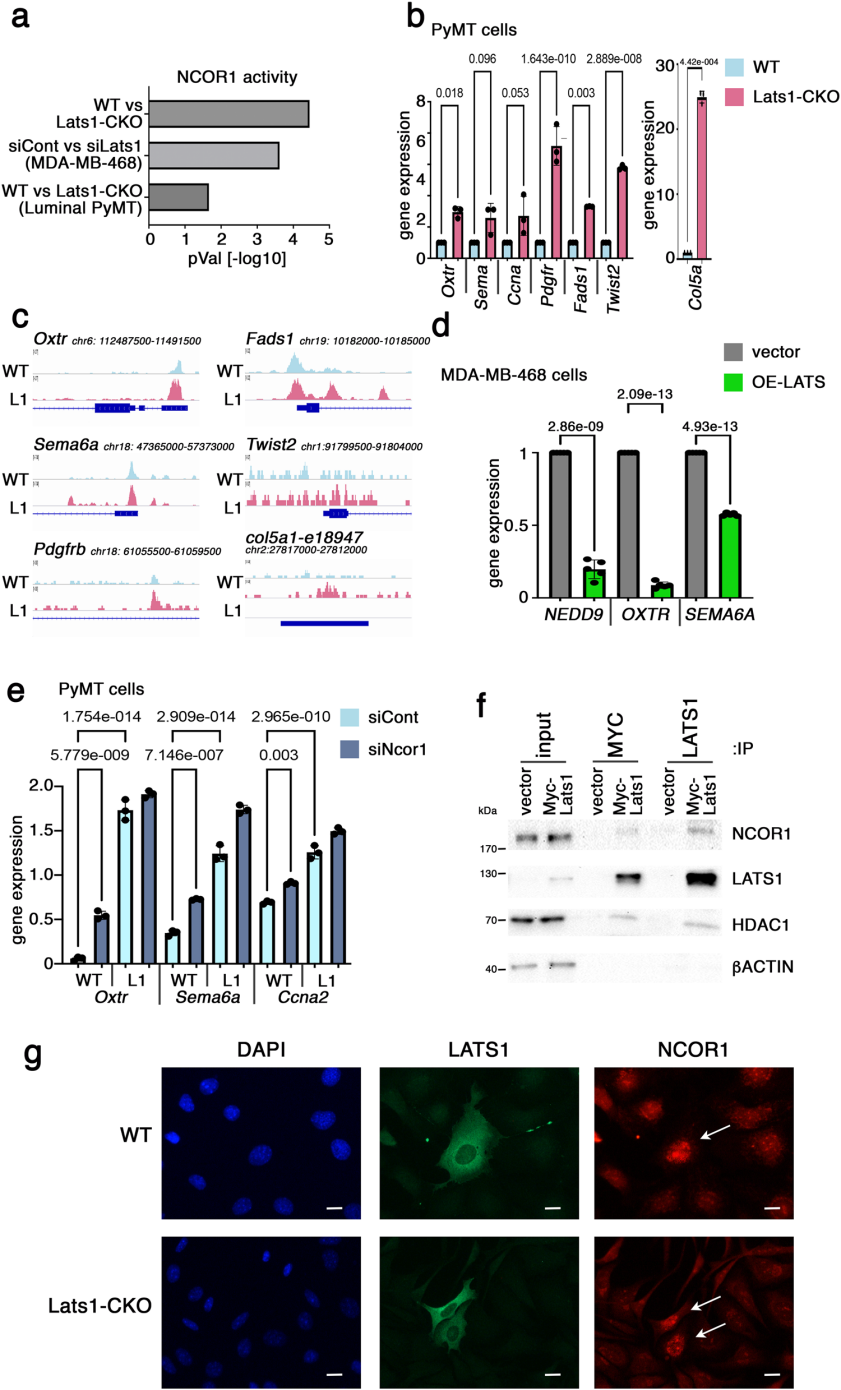
LATS1 interacts and cooperates with NCOR1. **a** Significantly differentially expressed genes (FC > 1.5, *p*-value < 0.05) in each of the indicated comparisons were analyzed for “Upstream regulators” using IPA (QIAGEN). NCOR1 activity in the different conditions was determined by “Activation *Z*-score” and/or directionality of expression of genes repressed or activated by NCOR1, as determined by IPA. Source data are provided as a Source Data file. **b** RT-qPCR analysis of representative NCOR1-ERα repressed genes in RNA from WT or Lats1-CKO PyMT cells. Values were normalized to *Hprt*; WT values were set as 1.0. Average ± SE of three independent cell lines of each genotype. An unpaired *t*-test was used to calculate significance. Source data are provided as a Source Data file. **c** Integrative Genomics Viewer (IGV) snapshots depicting the ATAC-seq signal of representative NCOR1-ERα repressed genes in WT luminal (WT) compared to Lats1-CKO luminal (L1) cells. For each WT-L1 comparison, the *Y*-axis scale is identical. The associated RefSeq gene structure (or enhancer region) is presented below the tracks. **d** RT-qPCR analysis of representative NCOR1-repressed genes in RNA from MDA-MB-468 cells harboring vector control or inducible LATS1, following 48 h of doxycycline induction. Values were normalized to *HPRT*; vector control values were set as 1.0. Average ± SE of five biological replicates. Unpaired *t*-test was used to calculate significance. Source data are provided as a Source Data file. **e** WT and Lats1-CKO PyMT cells were transfected with control siRNA (siCont) or siRNA against *Ncor1* (siNcor1). Three days after transfection, an additional dose of siRNA was administered. Three days later, cells were harvested for RT-qPCR analysis of the indicated NCOR1-repressed genes. Values were normalized to *Hprt*. Average ± SE of three biological replicates. One-way ANOVA was used to calculate significance. Source data are provided as a Source Data file. **f** Lats1-CKO PyMT cells, stably transduced with MYC-tagged mouse *Lats1* or vector control, were subjected to immunoprecipitation with antibodies against MYC-tag (9E10) or LATS1, followed by Western blot analysis with the indicated antibodies. 2.5% of each lysate was run as “input”. β-ACTIN served as loading control for input. Representative blot of two biological repeats. **g** WT and Lats1-CKO cells, transiently transfected with GFP-tagged mouse *Lats1*, were subjected to immunofluorescent staining of NCOR1 and GFP. Arrows denote cells expressing transfected GFP-tagged mouse LATS1. Scale bar = 100 μm. Representative images of four biological repeats.

In line with the notion that LATS1 might augment the ability of NCOR1 to act as a co-repressor, documented NCOR1-repressed genes (IPA database^111^, Table S5) were indeed more highly expressed (Fig. 5b) and displayed more accessible chromatin (Fig. 5c) in Lats1-CKO cells, similarly to genes culled from Fig S2j (more highly expressed in Lats1-CKO cells and associated with more open chromatin in the basal-like state). Likewise, these genes were strongly repressed upon overexpression of LATS1 in MDA-MB-468 cells (Fig. 5d), while simultaneous silencing of NCOR1 and LATS1 (Fig S5a) maximized the expression of those genes (Fig. 5e). 

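Peaks were looked up in the windows of Fig. 5c, whose bounds were read from the figure; those of Oxtr, Sema6a and Col5a1 do not form an interval as printed. For Oxtr and Sema6a they were read as the nearest interval at the gene, and for Col5a1 in reverse order, which gives a window upstream of the annotated gene. For Oxtr, 1 peak upstream of the gene was called in 7 of the 8 libraries, on chromosome 6 from 112490800 to 112491148 in the Lats1-CKO luminal library BM7. Its score percentile was 83.1 in BM7, 75.7 and 57.5 in the WT luminal libraries BM1 and BM5, and it was absent from BM3. In the Fads1 window, BM7 had 3 peaks, BM1 1, BM5 2 and BM3 1. The peak at the first exon had a score percentile of 77.0 in BM7, 77.1 in BM1, 78.3 in BM5 and 8.28 in BM3. The other peaks were intronic, with a percentile of 70.7 and 54.4 in BM7 and of 8.20 in BM5. For Sema6a, the peak over or just upstream of the first exon had a percentile of 98.7 in BM7, 97.4 in BM1, 98.5 in BM5 and 87.1 in BM3. An intronic peak of Sema6a (chromosome 18, 47366286 to 47366498 in BM7) had a percentile of 82.9 in BM7, 3.47 in BM2 and 21.9 in BM8, and was absent from the other 5 libraries. Upstream of the gene, BM1 had 3 peaks, BM7 1 and BM5 none. The intronic peak of Pdgfrb on chromosome 18 (61058508 to 61058656 in BM7) had a percentile of 31.7 in BM7 and 3.30 in BM1, and was absent from BM5 and BM3. At Twist2, no luminal library of either genotype had a peak in the window, and BM2, BM4 and BM8 each had 1. In the Col5a1 window, a peak was called only in BM4, on chromosome 2 from 27812953 to 27813091, with a percentile of 10.3, while the gene starts at 27886425. Within 1 kb of a Col5a1 TSS, the basal-like libraries had peaks, with a highest percentile of 10.5 in BM2, 40.3 in BM6, 77.5 in BM4 and 35.8 in BM8, and no luminal library did. Within 5 kb, peaks were also called in the luminal libraries BM5 (21.8) and BM7 (19.5). Within 5 kb of the TSS of these genes, 7 peaks were called in BM1, 10 in BM5, 2 in BM3 and 11 in BM7, and within 1 kb 3, 3, 2 and 5. An exact permutation test of 2 libraries against 2 cannot give a p under 0.333, so none was made. No model over all 8 libraries was fitted.

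**Figure D4:**
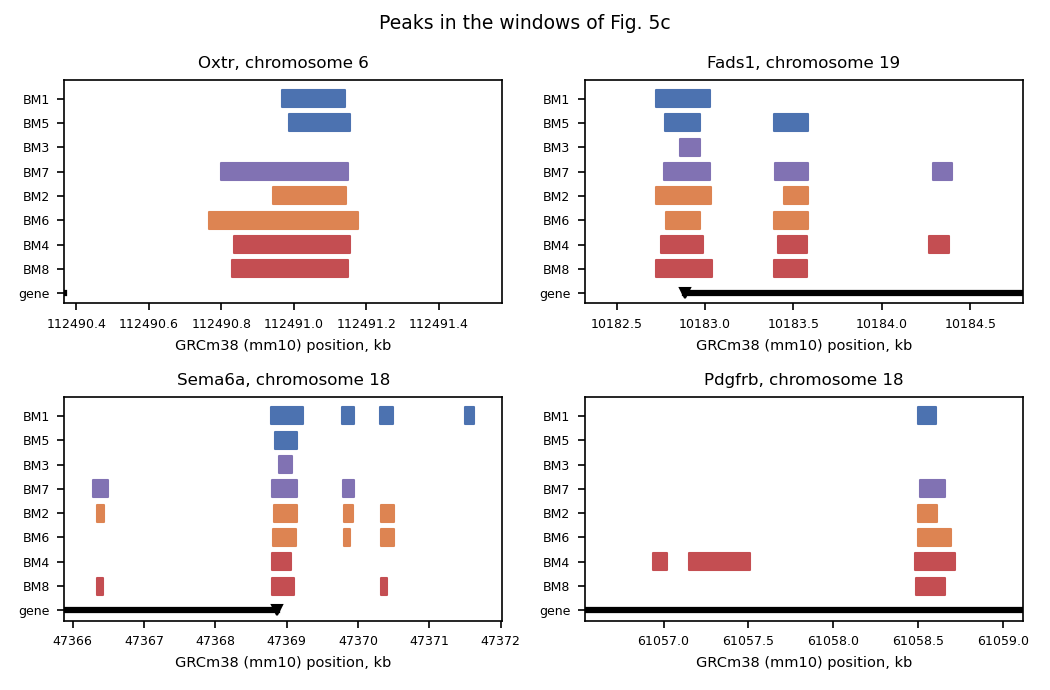
Peaks (bars) called in each library (y axis) in 4 of the windows of Fig. 5c, by position in kb on GRCm38 (x axis), with the gene in black and a triangle at its TSS. Blue is WT luminal, purple Lats1-CKO luminal, orange WT basal-like and red Lats1-CKO basal-like. Twist2 and Col5a1, where no luminal library had a peak in the window, are not drawn.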

Concordantly, depletion of either NCOR1 or LATS1 diminished the expression of the luminal marker *Krt18* in WT cells, while increasing the expression of the basal-like marker *Krt14* (Fig S5b). Importantly, also in human luminal breast cancer MCF7 cells, depletion of either NCOR1 or LATS1 increased the levels of H3K27ac (Fig. 4d) and upregulated NCOR1-repressed genes (Fig S5c). Together, these results strongly suggest that LATS1 augments NCOR1-driven gene repression to promote luminal fate in human and mouse breast cancer cells.

Moreover, MYC-tagged mouse LATS1 co-immunoprecipitated with endogenous NCOR1 (Fig. 5f), and a specific, albeit weak, co-precipitation of endogenous LATS1 with endogenous NCOR1 was also observable in WT cells (Fig. S5d), implying that both proteins are constituents of a common molecular complex. The endogenous interaction between LATS1 and NCOR1 was validated also in MCF7 cells (Fig. S5e). HDAC1, one of the histone deacetylases recruited by NCOR1 to mediate transcriptional repression^41,118^, also associated with the ectopically expressed LATS1 (Fig. 5f), and in an endogenous setting was specifically co-immunoprecipitated with NCOR1 in cells expressing LATS1 but not in LATS1-deficient cells (Fig. S5d), suggesting that its recruitment to NCOR1 is LATS1-dependent.

The staining patterns of LATS1 and NCOR1 proteins were remarkably similar in PyMT mouse and MCF7 human mammary carcinoma cells (Figs. 5g and S5f). In both cases, although LATS1 was predominantly cytoplasmic, a small fraction appeared to be nuclear. Additionally, NCOR1 nuclear abundance was augmented in cells overexpressing LATS1 (Fig. 5g, arrows). To assess more quantitatively the colocalization of NCOR1 and LATS1, and to exclude the possibility that the large GFP-tag might alter the subcellular distribution of LATS1, we performed ImageStream analysis using MYC-tagged mouse LATS1. This analysis revealed that about 15% of LATS1 (Fig. S5g, panel 1) and 93% of NCOR1 (Fig. S5g, panel 2) were nuclear (similar to DAPI staining). Despite the different subcellular localization of bulk LATS1 and NCOR1, remarkably, 80% of single cells revealed a significant overlap of LATS1 and NCOR1 distribution (Similarity > 1.5, *Z*-score = 0.013) (Fig. S5g, panel 3). Moreover, in agreement with Fig. 5g, NCOR1 abundance was positively correlated with LATS1 expression; WT cells demonstrated stronger NCOR1 staining than Lats1-CKO cells, and LATS1 overexpression further augmented NCOR1 staining (*p*-value < 0.0001 in all comparisons) (Fig. S5g, panel 4). In line with these observations, the LATS1–NCOR1 interaction was predominantly (but not exclusively) nuclear, as detected by a proximity ligation assay (PLA) in both PyMT and MCF7 cells (Fig. S5h, i). Taken together, this suggests that LATS1 may promote the formation and/or stability of a nuclear repressive complex comprising LATS1, NCOR1, and HDAC1.

Next, we examined the impact of LATS1 on the selective recruitment of NCOR1 to chromatin. As expected, NCOR1 was strongly enriched on regulatory regions of NCOR1-repressed genes (Fig. 6a), but not on other genomic regions (Fig. S6a). Importantly, the depletion of LATS1 greatly reduced the target-specific association of NCOR1 with chromatin (Fig. 6a). Furthermore, in line with the notion that the LATS1–NCOR1–HDAC1 complex removes acetylation marks from histones adjacent to NCOR1-binding regions, H3K27ac levels at regulatory regions of NCOR1-repressed genes were inversely correlated with NCOR1 and LATS1 levels (Figs. 6b, S6b, left), while this was not the case for a genomic region not associated with NCOR1 (Fig S6b, right). Treatment with A-485, an inhibitor of the p300 histone acetyltransferase, dramatically decreased global H3K27ac (Fig. S6c) and abrogated the effect of *Lats1* depletion on the transcription of NCOR1-repressed genes (Figs. 5b and S2d), consistent with the conjecture that LATS1 restricts the expression of these genes by promoting histone deacetylation.

**Fig. 6:**
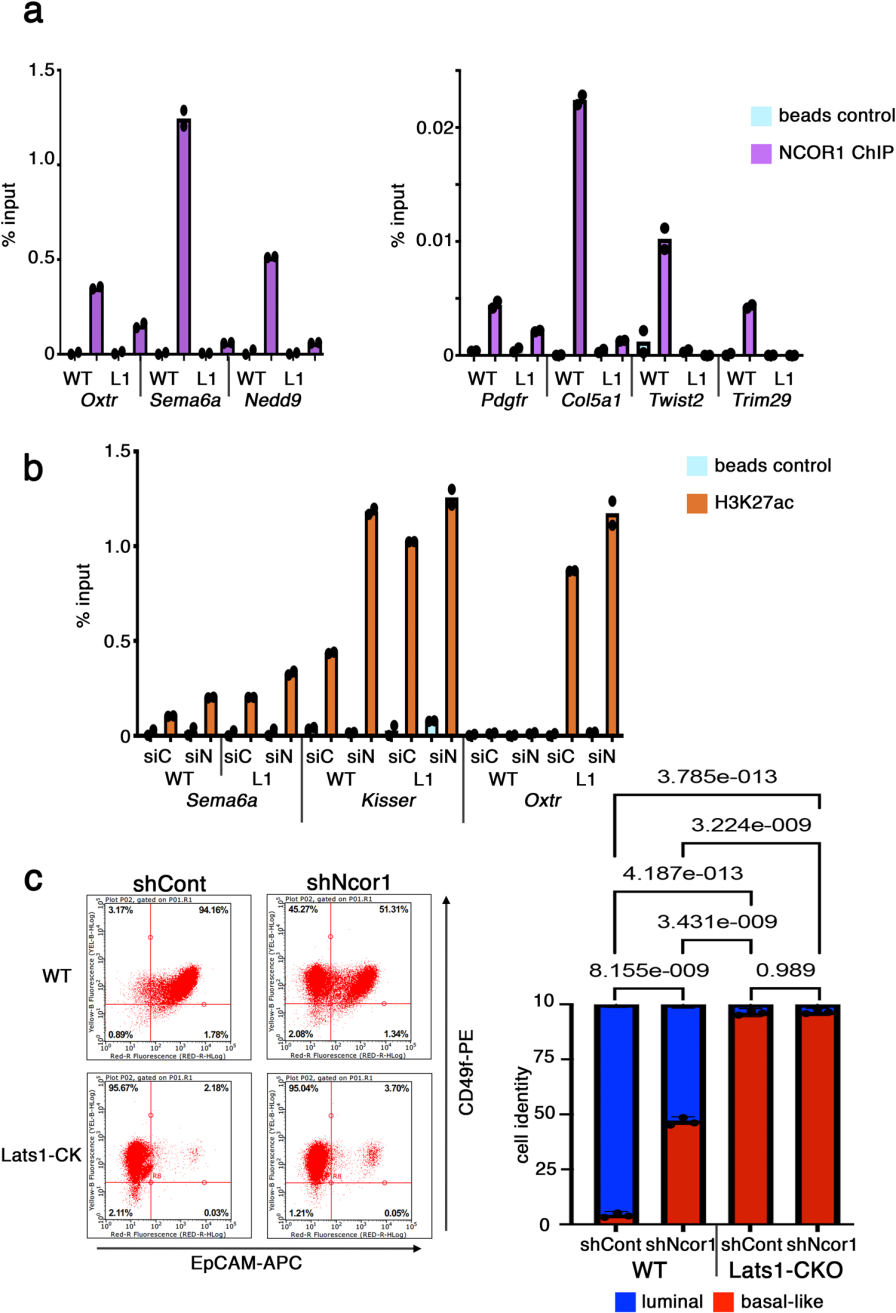
LATS1 augments the functional recruitment of NCOR1 to ERα-NCOR1 repressed genes. **a** Chromatin was immunoprecipitated from WT or Lats1-CKO PyMT cells using antibodies against endogenous NCOR1, followed by qPCR analysis of regulatory regions of the indicated LATS1–NCOR1-repressed genes. Values were normalized to input. Beads without antibodies, incubated with chromatin, served as background control. Values represent the average of two biological replicates. Source data are provided as a Source Data file. **b** WT or Lats1-CKO PyMT cells were transfected with control siRNA (siC) or siRNA against *Ncor1* (siN) for 48 h. Chromatin was immunoprecipitated using antibodies against H3K27ac, followed by qPCR analysis of regulatory regions of the indicated LATS1–NCOR1- repressed genes. Analysis was as in (**a**). Average of two biological replicates. Source data are provided as a Source Data file. **c** WT and Lats1-CKO cells were infected with recombinant lentiviruses expressing control shRNA (shCont) or shRNA against *Ncor1* (shNcor1) and maintained under selection for at least 2 weeks. Representative FACS profiles are presented (left). A graphical representation of the relative portions of luminal (high EpCAM) and basal-like (low EpCAM) cells is shown on the right (mean ± SE of three biological replicates). One-way ANOVA was used to calculate significance. Source data are provided as a Source Data file.

Interestingly, the pattern of distribution of H3K36me2, which was enriched in the luminal tumor subpopulation (Fig. S1b) and augmented in WT relative to Lats1-depleted cells (Fig. 1c, d), was opposite to that of H3K27ac. Specifically, the deletion of *Lats1* decreased H3K36me2 on LATS1–NCOR1-repressed regulatory regions (Fig. S6e). Of note, a negative association between H3K27ac and H3K36me2 has been observed also in other settings^119,120^. Importantly, upon shRNA-mediated depletion of NCOR1 for 2 weeks (Fig S6f), whereas Lats1-CKO cells were virtually unaffected, WT cells displayed a marked increase in the basal-like subpopulation, from about 3% to over 45% (Fig. 6c). Together, these data support a model in which LATS1–NCOR1–HDAC1-mediated transcriptional repression of a distinct set of genes contributes to the maintenance of luminal cell identity.

To assess the clinical implications of our findings, we analyzed available gene expression data from human breast tumors. Genes whose expression was significantly different in luminal B tumors possessing low levels of *NCOR1* (NCOR1^low^) mRNA relative to high *NCOR1* mRNA expressors, or low levels of *LATS1* (LATS1^low^) mRNA relative to high *LATS1* mRNA expressors, were examined (Fig. S7a). Strikingly, essentially all genes whose expression was differential in both NCOR1^low^ and LATS1^low^ tumors, exhibited a co-directional behavior: 461 and 228 genes were significantly co-downregulated or co-upregulated, respectively, in both LATS1^low^ and NCOR1^low^ tumors, whereas only two genes displayed opposite directionalities (Chi-squared test, *p*-value < 0.001). The 228 upregulated genes include also the human equivalents of our mouse LATS1–NCOR1–HDAC1 repressed genes (Fig. S7a) and presumably comprise additional targets of LATS1–NCOR1-mediated repression.

Of note, the expression of both *NCOR1* and *LATS1* was significantly lower in basal-like tumors, compared to luminal tumors (Fig. 7a); the differential expression of *LATS1* was already noted by us previously^61^. The lower expression of LATS1 and NCOR1 in basal-like cancers suggests that luminal tumors with diminished levels of either protein might be more susceptible to adopting basal-like attributes. In line with this notion, ER-repressed genes appeared to be derepressed in NCOR1^low^LATS1^low^ human luminal tumors, relative to their NCOR1^high^LATS1^high^ counterparts (Fig. 7b). Remarkably, examination of a small set (*N* = 15) of luminal breast cancer patient samples showed a noticeable similarity of LATS1 and NCOR1 immunohistochemical staining patterns: tumors with nuclear LATS1 tended to have more nuclear NCOR1, whereas tumors with cytoplasmic LATS1 tended to harbor more cytoplasmic NCOR1 (Fig S7b). On the other hand, *LATS1* expression was significantly elevated in breast cancers harboring an inactivating mutation in the *NCOR1* gene, relative to those harboring wild-type *NCOR1* (Fig. 7c). This apparent mutual exclusivity between *NCOR1* mutations and *LATS1* downregulation suggests that NCOR1 inactivation and decreased LATS1 expression may have a redundant impact on breast cancer, in agreement with their proposed shared mechanism of action. Importantly, in ER-positive breast cancers, low *NCOR1* expression correlates with reduced relapse-free survival (RFS) (Fig. 7d, left). Interestingly, low *LATS1* expression is associated with even lower RFS in patients with NCOR1^low^ tumors (Fig. 7d, right); while this might seemingly be inconsistent with functional redundancy, one should keep in mind that although LATS1 and NCOR1 are relatively underexpressed in such tumors, none is fully depleted, leaving room for combined effects of their partial loss. Altogether, retention of proper LATS1 and NCOR1 activity appears to be beneficial for the survival of luminal breast cancer patients.

**Fig. 7:**
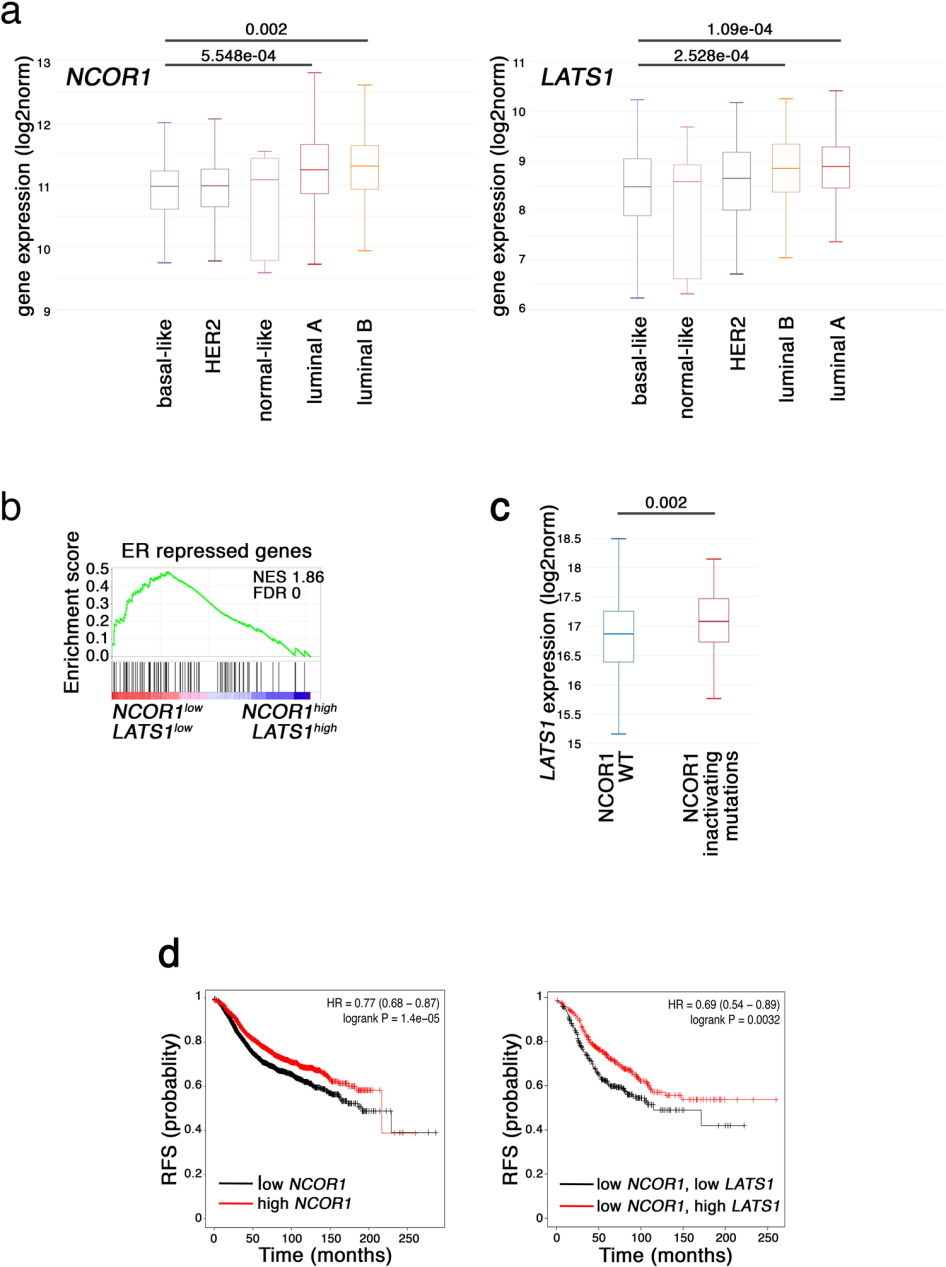
LATS1 and NCOR1 exert similar effects on the expression of ER-repressed genes in human luminal breast cancer. **a** Expression of *NCOR1* (left) or *LATS1* (right) in different breast cancer molecular subtypes. Expression (normalized log2(norm_count + 1)) was extracted from the TCGA-BRCA dataset and depicted using the XENA webtool (*n* = 522). One-way ANOVA and Tukey’s post hoc test were performed. Box plots show the center line as the median, box limits as upper and lower quartiles, and whiskers as minimum and maximum values. **b** GSEA analysis of genes upregulated (ranked according to FC) in breast cancers harboring low levels of *NCOR1* and *LATS1* (NCOR1^low^LATS1^low^, bottom quartiles), compared to tumors with high levels of both genes (NCOR1^high^LATS1^high^, top quartiles), against a dataset of ER-repressed genes^30^. **c** *LATS1* expression [log2(fpkm-uq + 1)] in breast cancer tumors (TCGA-BRCA) harboring WT *NCOR1* (*n* = 919) or inactivating mutations in *NCOR1* (*n* = 37). Inactivating mutations were evaluated using PolyPhen (https://www.ensembl.org/info/genome/variation/prediction/protein_function.html). Box plots as in (**a**). Unpaired two-tailed *t*-test was performed. **d** Kaplan–Meier plots (https://kmplot.com/analysis/) of relapse-free survival (RFS) of ER+ breast tumors associated with low vs high expression of *NCOR1* (low, *n* = 1887; high, *n* = 1881) and/or *LATS1* (low, *n* = 354; high, *n* = 353).

## Discussion

Our study exemplifies a paradigm of mechanistic transmission from decreased expression of tumor suppressor genes to consequent alterations in the epigenetic landscape and cell identity. Specifically, we report that LATS1 maintains luminal cell identity by associating with NCOR1 to secure the repression of genes that are silenced by estrogen receptors in luminal cells. This is accompanied by a defined chromatin state, ensuring that luminal genes remain “open” while genes that are associated with a basal-like state are kept inaccessible. Depletion or downregulation of LATS1, as occurs in many breast cancer tumors, leads to epigenetic promiscuity and predisposes breast cancer cells to express basal-like genes. Breast cancer cell plasticity caused by LATS1 dysfunction contributes to increased tumor aggressiveness and, presumably, therapy resistance.

Much of the work described above involved the use of cancer cells derived from MMTV-PyMT tumors. Although sharing many features with human lumB tumors, tumorigenesis in this model is driven by a viral oncoprotein (PyMT), which is not implicated in human breast cancer (or other human cancers). This obviously is a drawback when extrapolating findings from this mouse model to human breast cancer. Nevertheless, it should be noted that the PyMT viral oncoprotein promotes cancer by constitutive activation of the same pathways (SRC, RAS, PI3K) that are hyperactivated by breast cancer-relevant oncogenes such as receptor tyrosine kinases; thus, transformation by PyMT is strictly dependent on activation of PI3K^77,121^, which is in tune with the fact that *PIK3CA* mutations are the most frequent oncogenic mutations in human luminal breast cancer.

Our findings are in line with the recently formulated notion that cells expressing a particular set of surface markers do not represent a fixed clonal entity, but rather are in a dynamic state that changes with cellular conditions^122^. Earlier thought of as a binary process, cell identity can be viewed as a spectrum of hybrid states^123^. This has been well established in the context of epithelial-to-mesenchymal transition (EMT); cells exhibiting a hybrid partial EMT are more plastic compared to those that have undergone complete EMT or MET^124,125^, making them “fittest” for metastasis^126^. Analogously, due to the adaptability afforded by cellular plasticity, hybrid luminal-to-basal-like transitioned cells^101^ might represent a dangerously “fit” population for increased tumor aggressiveness.

Epigenetic determinants, such as histone modifications and chromatin remodelers, play key roles in modulating lineage plasticity during tumor progression^3,127–129^. Leveraging the power of EpiTOF to analyze the global levels of a broad array of histone modifications in single cells, we observed that high H3K27ac characterizes cells in a basal-like state, whereas H3K36me2 is elevated in cells that display luminal features. Furthermore, our data suggest that the LATS1 tumor suppressor restrains luminal-to-basal-like plasticity through LATS1–NCOR1–HDAC1-mediated H3K27 deacetylation of ERα-repressed regions. While HDAC3 is considered the canonical partner of NCOR1^130^, we show that LATS1 can recruit HDAC1 to serve as an effector of NCOR1-mediated H3K27 deacetylation.

Since H3K27ac distinguishes active from poised and inactive enhancers^131^, curbing H3K27ac may be particularly important in restricting “basal-like” enhancer utilization to maintain luminal cell identity. Consequently, LATS1–NCOR1 loss increases H3K27ac and “opens” such enhancers. In line with our observations, an inverse correlation between the levels of H3K36me2 and H3K27ac has previously been shown to safeguard gene expression^119^, and a regional imbalance of the two modifications has been associated with cancer^132^. Furthermore, KDM2B, a histone lysine demethylase that targets H3K36me2^133,134^, couples H3K36me2 demethylation to H3K27 modifications^135–138^ and functions as an oncogene in basal-like breast cancer^136^. Of note, other epigenetic mechanisms, such as deregulation of the SWI/SNF chromatin remodeling complex, also can promote a switch of ER-dependent luminal cells to ER-independent basal breast cancer^7,139^, suggesting that integration of multiple epigenetic signals must function to prevent slippage from luminal to basal-like cell identity.

Interestingly, breast cancer cell plasticity can also facilitate the opposite transition from basal-like to a more luminal identity^140^. In fact, in an in vivo setting, MDA-MB-468 cells, which possess basal-like features, can undergo reprogramming to contribute to normal mammary gland development and generate ER+ luminal progeny^141^, through alleviation of epigenetic silencing of the estrogen receptor gene *ESR1*^142^. Likewise, we found that overexpression of LATS1 in MDA-MB-468 cells appears to be sufficient to reinstate the repression of basal-like-associated genes and render luminal genes more accessible to the transcription machinery.

In line with the above observations, YAP and TAZ can repress *ESR1*, and thus specifically inhibit the growth of ER+ breast cancer cells^68^. Moreover, forced expression of TAZ in normal luminal cells induces them to adopt basal-like characteristics, and depletion of TAZ in basal-like cells leads to luminal differentiation^143^. Additionally, NCOR1 can antagonize TAZ transcriptional function in breast cancer cell lines^144^. Together, these studies suggest that in some systems TAZ may overcome NCOR1-mediated repression to impose a basal-like phenotype. It was therefore unexpected that depletion of *Taz* or *Yap* failed to prevent the basal-like phenotype of *Lats1*-deleted luminal cells. This might be due to functional redundancy and mutual compensation of YAP and TAZ in PyMT breast tumors. Alternatively, cell identity changes upon *Yap* or *Taz* depletion may take longer than two weeks to become evident. Notwithstanding, LATS1 may conceivably prevent cell lineage plasticity in a two-pronged fashion, through both Hippo-dependent and -independent mechanisms: augmenting the pro-luminal repressive function of ERα through NCOR1-HDAC1 on one hand, and inhibiting TAZ/YAP driven luminal-to-basal-like phenotypic transition on the other hand.

The plastic nature of cancer cells is of critical importance in the clinical setting since it implies that targeting the general tumor population is insufficient to eradicate the disease^145^. Fortunately, modulating epigenetic marks to prevent plasticity offers new therapy opportunities. Boosting LATS1–NCOR1–HDAC1 activity may prevent luminal-to-basal-like transition, which may be clinically beneficial in itself, but importantly might maintain luminal-specific sensitivity to anti-hormone treatments. This is consistent with our previous observation that Lats1-CKO mammary tumors tend to develop resistance to tamoxifen^61^. We propose that patients with luminal tumors harboring low levels of *LATS1* or *NCOR1* might be sensitized to tamoxifen in combination with epigenetic treatments that “lock” the luminal state. Altogether, our findings underscore the importance of understanding the molecular mechanisms underlying cell plasticity in order to achieve effective eradication of all tumor cell subpopulations.

## Methods

Our research complies with all relevant ethical regulations. All mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute (approval #06320720-2). Immunohistological assays of breast cancer patient samples in this study complied with the Weizmann Institutional Review Board (IRB) approval.

A list of materials is detailed in Table S1.

### Mice

Mice were housed in a pathogen-free facility in single-unit cages with 12-h alternate light and dark cycles and at controlled ambient temperature (21–23 °C) with humidity between 40% and 60% with free access to water and irradiated food. For PyMT tumor samples, tumors were harvested from five individual 3.5-month-old FBV/N-PyMT female mice (purchased from Jackson, strain #002374). The maximum tumor size (10% of body weight) permitted by the Animal Ethics Committee was not exceeded.

For PyMT cell injections, PyMT cells were FACS-enriched for luminal (EpCAM^high^/CD49f^high^) or basal-like (EpCAM^low^/CD49f^high^) subpopulations. 2 × 10^6^ cells were resuspended in 100 μl sterile PBS and injected into the mammary fat pad of 10-week-old FBV/N females (purchased from Envigo, #118). After 4 weeks, mice were sacrificed. Tumors and lungs were excised and samples were prepared for histological analysis and evaluation.

### EpiTOF

PyMT tumor samples (0.5  g/sample) were dispersed into single-cell suspensions prior to analysis. Mechanical and enzymatic dissociation was performed using the soft tumor dissociation protocol on a GentleMACS Dissociator and the Multi Tissue Dissociation Kit 2 (37C_M_TDK_2, Miltenyi) according to manufacturer instructions (∼40 min, starting from thawing the cryopreserved tissue to creating single-cell suspensions). After tissue dissociation, single-cell suspensions were filtered through 70 μm meshes. PyMT tumor samples (3 × 10^6^ cells/sample) were cryopreserved in heat-inactivated fetal bovine serum (FBS) with 10% DMSO in liquid nitrogen. Samples were thawed rapidly into DMEM (Gibco, Invitrogen) and immediately processed.

For PyMT cell lines, single-cell suspensions were prepared by trypsin treatment (Biological Industries) of the adherent cultures for 5 min at 37 °C followed by one wash of the single-cell suspensions with complete media.

The number of viable cells in the single-cell suspensions was assessed using Trypan Blue. Isolated cells were washed with Maxpar PBS (Fluidigm #201058) and then labeled with 1.25 μM Cell-ID—Cisplatin (Fluidigm #201064) for one minute to stain for dead cells. The cisplatin was then quenched with DMEM + 10% FBS. After washing with Maxpar Cell Staining Buffer (Fluidigm # 201068), about 3 × 10^6^ cells per sample were incubated with the extracellular antibodies cocktail for 15 min at RT. Then, the cells were washed with Maxpar Cell Staining Buffer, fixed and permeabilized with the Maxpar Nuclear Antigen Staining Buffer Set (Fluidigm #201063) followed by barcoding with the Cell-ID 20-Plex Pd Barcoding Kit (Fluidigm #201060) according to manufacturer instructions. The cells were then washed with the Maxpar Nuclear Antigen Staining Buffer Set permeabilization buffer and the barcoded samples were combined, and then incubated with the signaling/epigenetic antibodies cocktail for 15 min at RT. Cells were then washed with Maxpar Cell Staining Buffer and fixed with fresh 4% formaldehyde (Thermo Fisher Scientific #28908) at 4 °C overnight with gentle rocking to prevent clumping. The formaldehyde solution was then supplemented with Cell-ID Intercalator-Ir (Fluidigm #201192A) at a final concentration of 125 nM and incubated for 30 min at RT to label DNA. The cells were then washed with Maxpar Cell Staining Buffer followed by Maxpar Water (Fluidigm #201069), resuspended in 1:10 EQ Four Element Calibration Beads (Fluidigm #201078) in Maxpar Water, at a concentration of about 250K cells/ml, and filtered through a 35 μm mesh. The data was acquired via a Fluidigm CyTOF Helios platform. Normalization and data cleanup to gate for the live single cells were done as in Bagwell et al.^146^. Metal conjugated antibodies were purchased from Fluidigm or conjugated in-house using the Maxpar X8 Antibody Labeling Kit (Fluidigm). The mass cytometry antibody panel was designed so that markers had a minimal signal spillover using the Maxpar Panel Designer (Fluidigm).

Analysis of the EpiTOF data was performed using an R-based pipeline described in Nowicka et al.^147^. Briefly, data were imported into R (version 4.0.2) and transformed using arcsinh with a cofactor of 5. Cell clustering was performed using FlowSom (version 1.20.0) and ConsensusClusterPlus (version 1.52.0). LATS1 was excluded from the clustering in both in vivo and in vitro experiments. In each experiment, additional marker(s) were excluded from the clustering, due to low signal. In the in vivo experiment, OCT3/4 was excluded, and in the in vitro experiment, OCT3/4 and AREG were excluded. The cells were separated into 20 clusters in the in vivo experiment and 25 clusters in the in vitro experiment. In each experiment, the clusters were manually annotated based on the relative expression of cell identity markers EpCAM, CD49f, SMA, CD24, CD44, CD45, and LATS1 and were merged to produce the final clusters. The clusters were visualized in two-dimensional space using uniform manifold approximation and projection (UMAP), implemented in the CATALYST package (version 1.12.2). The UMAP is based on the same features that were used for the clustering.

The vioplot R package (v0.3.7) https://github.com/TomKellyGenetics/vioplot was used to create the split violin plots. The data was centered for each marker, to have a zero mean.

For the contour plots, the arcsinh transformed values were standardized to have for each antigen zero mean and unit standard deviation. EpCAM and CD49f are shown on the *X* and *Y* axes. The contours display the relative cell frequency using the ggplot2 package https://ggplot2.tidyverse.org.

### Cell lines, transfections, and infections

All cell lines were maintained at 37 °C with 5% CO_2_. PyMT-derived cell lines were generated from freshly minced tissue after digestion and dissociation with Gentle MACS, as described above. After dissociation, cells were filtered through 70 μm strainers, incubated with 8.58 g NH_4_Cl /liter Tris (pH 7.2) to lyse red blood cells, washed with DMEM, and resuspended in DMEM. The following day, adherent cells were washed vigorously to detach fibroblasts. Initially, cells were cultured in DMEM supplemented with 15% FBS, 2 mM glutamine, 1X non-essential amino acids, and 1% P/S. After the cultures had stabilized, they were acclimated to and propagated in DMEM supplemented with 10% FBS and 1% P/S.

Inducible LATS1 MDA-MB-468 cell lines were generated by transfection of pcDNA6/TR (Tet-repressor plasmid) together with pcDNA-4TO-Flag (empty vector) or pCDNA4TO-6xMyc-hsLATS1 (Tet inducible LATS1). From 72 h after transfection, cells were selected with 150 μg/ml Zeocin (Invitrogen) and 0.5 μg/ml Blasticidin (Invitrogen) in DMEM supplemented with 10% FBS and 1% P/S. For induction of LATS, cells were treated with 2 μM doxycycline for 48 h.

To generate MCF10A LATS1-KO cell line, cells were transfected (Xfect transfection reagent) with pSpCas9(BB)−2A-Puro (PX459, Addgene plasmid #48139), encoding gRNA targeting exon 5 of LATS1 (AGCAAGAAAAGTAGATACTA), and single cells were FACS sorted to 96-well dishes. Knockout clones were validated by Sanger sequencing and TIDE analysis to confirm the homozygous deletion. Unedited single-cell clones were used for WT control.

For siRNA-mediated knockdown, the indicated SMARTpools (Dharmacon, see Table S1) were used with Dharmafect #1 transfection reagent, according to the manufacturer’s instructions. The final siRNA concentration was 25 nM in all cases. Plasmid transfections were performed using jetPRIME DNA transfection reagent (Polyplus Transfection) according to the manufacturer’s instructions. Retroviral packaging was performed by jetPEI-mediated transfection (Polyplus Transfection) of HEK293T Pheonix cells with the appropriate plasmids, together with pMD2.G DNA encoding VSV-G envelope proteins (when infecting human cells). Virus-containing supernatants were collected 48 h following transfection, filtered, and supplemented with 8 µg/ml polybrene. Infected PyMT cells were selected with 2 µg/ml Puromycin.

### FACS procedures

Single-cell suspensions were incubated with EpCAM-APC (Miltenyi #130-102-234, 1:100) and CD49f-PE (Miltenyi #130-119-767, 1:500) for 10 min in dark at 4 °C. Unstained samples and incubation with each antibody separately served as controls. Cells were washed and resuspended in FACS buffer (0.5% BSA and 2 mM EDTA in PBS) and immediately analyzed using Guava EasyCyte (Milipore). When indicated, samples were sterilely FACS separated into tubes containing complete medium, on a FACSAria III instrument (BD Biosciences) equipped with a 407, 488, 561, and 633 nm lasers, using a 100 µm nozzle, controlled by BD FACS Diva software v8.0.1 (BD Biosciences). Further analysis was performed using FlowJo software v10.2 (Tree Star).

### Imaging flow cytometry (ImageStream)

Cells were collected with trypsin, washed with PBS, and fixed in 3.5% PFA followed by permeabilization with 0.1% Triton. Washes were done in PBS supplemented with 1% FCS and 2 mM EDTA. Cells were incubated with the indicated primary antibody for 1 h at room temperature, followed by washes and 45 min of incubation with fluorescent-conjugated secondary antibody (GaR Alexa 647, #A21244, 1:200, Thermo Fisher or GaM Alexa 595, #A11032, 1:200, Thermo Fisher) and DAPI (#D1306; LifeTech). The cells were imaged by ImageStreamX Mark II (Amnis, part of EMD Millipore) using bright-field 488, 561, and 642 nm lasers. At least 30,000 cells were collected from each sample and data was analyzed using image analysis software (IDEAS 6.2; Amnis Corporation). Images were compensated for fluorescent dye overlap by using single-stain controls. Gating was done for single cells, using the area and aspect ratio features, and for focused cells using the gradient RMS feature, as previously described^148^. Data were analyzed with the IDEAS 6.1 software (Amnis, part of EMD Millipore). Only cells with an intact nucleus (according to DAPI staining) were analyzed. Nuclear localization was determined by the similarity feature on the nuclear mask of the DAPI staining and the relevant antibody signal (the log-transformed Pearson’s correlation coefficient in the two input images). Similarity >1.5 was considered significant. Positively stained cells were gated on the basis of comparison with a nonstained sample.

### Isolation of total RNA, reverse transcription and RT-qPCR

RNA was isolated using the NucleoSpin kit (Macherey Nagel), RNeasy Mini kit (Qiagene), or RNeasy Microkit (Qiagen). 1–2 μg of each RNA sample was reverse-transcribed using Moloney murine leukemia virus reverse transcriptase (Promega) and random hexamer primers (Applied Biosystems). Real-time qPCR was performed using SYBR Green PCR supermix (Invitrogen) with a StepOne real-time PCR instrument (Applied Biosystems). For each gene, values for the standard curve were measured and the relative quantity was normalized to *HPRT* or *GAPDH* mRNA.

### Co-immunoprecipitation (co-IP) analysis

Cell monolayers were gently washed twice with ice-cold PBS and lysed on ice for 2 h with NP-40 lysis buffer (50 mM Tris–HCl pH 8.0, 150 mM NaCl, 1.0% NP-40) supplemented with protease inhibitor mix (Sigma) and phosphatase inhibitor cocktail I + II (Sigma). Protein A Dynabeads (catalog no. 10002D), pre-incubated with appropriate antibodies (1:100) 24 h prior to IP, were added to the cleared lysates and incubated by rotating for 4 h at 4 °C. Immunoprecipitates were washed twice with NP-40 lysis buffer, collected by DynaMag-2 (catalog no. 123.21D), released from the beads by boiling and resolved by SDS–PAGE. Western blots were imaged using ImageLab (v4.1).

### Western blots

Cell pellets were resuspended in a protein sample buffer and boiled. Samples were resolved by SDS–PAGE. Panels probed for proteins of similar molecular weight, such as comparisons of different histone H3 modifications, or visualization of Myc-tagged LATS1 with anti-Myc tag antibody (Abcam #ab32, 1:1000) vs. anti-LATS1 antibody (CST, #3477, 1:1000), were run in separate lanes of the same gel, using identical amounts of lysate. Equal loading was confirmed by comparison to GAPDH (CST, #2118, 1:1000) levels in each lane. Imaging was accrued using a ChemiDoc MP imaging system (BioRad) with the Image Lab 4.1 program (BioRad).

### Indirect ChIP

Cell monolayers were gently washed with ice-cold PBS, fixed on the culture dish in 5 mM DTBP in ice-cold PBS for 30 min, and then further fixed with 1% formaldehyde (Thermo Scientific, #28908) and incubated for an additional 20 min at RT. Fixation was stopped with 0.125 M Glycine followed by incubation for 5 min at RT. Cells were washed, harvested, and resuspended in cell lysis buffer (5 mM PIPES, pH 8, 85 mM KCl, and 0.5% NP-40). Diluted samples were sonicated to obtain DNA fragments of 150–600 bp. After centrifugation (10 min at 4 C), samples pre-cleared with beads only were split for incubation with antibody (25%) and retention for input (4%). Chromatin was rotated with antibodies overnight at 4 °C. The following day immunoprecipitates were rotated for 2 h at 4 °C with Dynabeads magnetic beads (Invitrogen #10003D). Subsequently, beads were washed and then washed and resuspended in TE. Crosslinking was reversed with RNase and Proteinase K. The following day, DNA fragments were isolated using a PCR purification kit (QIAGEN).

### Immunofluorescence

Cells were plated and grown on 12 mm coverslips. 24 h later, cells were gently washed twice with cold PBS and fixed with PFA 3% in PBS for 20 min at RT. After an additional wash with PBS, samples were permeabilized (Triton X-100 0.1% in PBS, 5 min at RT) and then blocked with 5% FCS in PBS. Samples were then incubated overnight with primary antibody, washed, and then incubated with secondary antibody and DAPI (5 mg/ml final) for 60 min in the dark.

### In situ proximity ligation assay

Cells were fixed with 4% PFA for 15–20 min and permeabilized with 0.1% Triton for 5 min. PLA was performed using the DuoLink In Situ PLA Detection Kit (DUO92101, Sigma). Imaging was done using an LSM 800 (Zeiss) confocal microscope with ×40 or ×60 objective oil immersion. The following antibodies were used for PLA: GFP (Abcam #ab1218, 1:200), NCOR1 (Cell Signaling #5948, 1:100).

### ATAC-seq

Sample preparation was conducted as previously described by Buenrostro et al.^149^, with modifications described by Lara-Astiaso and colleges^150^. Briefly, 50,000 cells from WT luminal, WT basal-like, Lats1-CKO luminal, or Lats1-CKO basal-like cultures were used (two replicates each). Nuclei were incubated with 2 μl of Nextera Tn5 enzyme (TDE1, Illumina) for 1 h at 37 °C. Enzyme inactivation was done by the addition of 5 μl Clean-up buffer (900 mM NaCl, 30 mM EDTA), 2 μl of 5% SDS, and 2 μl of Proteinase K (NEB) and incubation for 30 min at 40 °C. Tagmented DNA was isolated using 2× SPRI beads cleanup.

For library amplification, two sequential 9-cycle and 5-cycle PCR were performed in order to enrich small tagmented DNA fragments. Libraries were prepared using KAPA HiFi HotStart ready mix. After the first PCR, the libraries were selected for small fragments using SPRI cleanup (0.65×). Then a second PCR was performed with the same conditions in order to obtain the final library. DNA concentration was measured with a Qubit fluorometer (Life Technologies) and library sizes were determined using TapeStation (Agilent Technologies). Libraries were sequenced on the NovaSeq6000 sequencing platform using SP, 100 cycles kit (paired-end sequencing), with an average of 120 million reads obtained for each sample.

Adapters were trimmed using the cutadapt tool. Following adapter removal, reads shorter than 30 nucleotides were discarded (cutadapt option –m 30). Reads were aligned uniquely to the mouse genome (mm10) using bowtie (version 1.0.0)^151^. Reads that mapped to mitochondrial DNA were excluded. Duplicate reads were excluded using Picard tools. Fragments longer than 120 were excluded from the analysis. Open regions (peaks) were detected using MACS2 (version 2.0.10.20131216)^152^. Peaks overlapping with the Encode mm10 blacklist were excluded using bedtools. Peaks overlapping with the Encode mm10 blacklist were excluded using bedtools. Differences between WT luminal and WT basal samples were inferred using DiffBind (http://bioconductor.org/packages/release/bioc/html/DiffBind.html) tool: for each region, peak concentration was defined as log2 normalized read count and the log2 fold change was calculated. Differential peaks were defined using raw *p*-value < 0.05 as the significance cutoff. Replicate bam files were combined using samtools merge function^153^ (beside L1-CKO luminal sample, in which one replicate was discarded due to quality control) (Table S2) and bigwig files were generated using DeepTools2^154^ (--exactScaling --binSize 1 --normalizeUsing CPM --extendReads). Reads coverage around TSS was visualized using ngs.plot^155^. DeepTools2^154^ was used to generate heatmaps and profiles. GREAT^156^ and HOMER^157^ (annotatePeaks.pl) were used to associate peaks with genes (±5 kb from TSS). Promoter–enhancer interactions were downloaded from ENC+ EPD Enhc-Gene track (UCSC table browser^158^). Enrichment of known motifs was calculated using the “overrepresented TFBS” tool of the Genomatix Software Suite^159^. Additional ERE motif was extracted from HOMER Motif Database^157^.

### MARS-seq

RNA-seq libraries were prepared at the Crown Genomics Institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science. A bulk adaptation of the MARS-Seq protocol^160^ was used to generate RNA-seq libraries for expression profiling. Briefly, 30 ng of input RNA from each sample was barcoded during reverse transcription and pooled. Following Agencourt AMPure XP beads cleanup (Beckman Coulter), the pooled samples underwent second-strand synthesis and were linearly amplified by T7 in vitro transcription. The resulting RNA was fragmented and converted into a sequencing-ready library by tagging the samples with Illumina sequences during ligation, RT, and PCR. Sequencing was done with a Nextseq 75 cycles high output kit (Illumina)and analyzed as follows^161^. Reads were trimmed using cutadapt (http://code.google.com/p/cutadapt/) and mapped to the mm10 genome using STAR^162^ v2.4.2a (default parameters). The pipeline quantifies the genes annotated in Gencode (that have been expanded with 1000 bases toward the 5’ edge and 100 bases toward the 3’ bases). Counting was done using htseq-count^163^ (union mode). Further analysis was done only for genes having a minimum of 5 reads in at least one sample. Normalization of the counts and differential expression analysis was performed using DESeq2^164^ with the parameters: betaPrior = True, cooksCutoff = FALSE, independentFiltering = FALSE. Differentially expressed genes were defined using FC > 1.5 and raw *p*-value < 0.05 as a significance cutoff.

### Functional analysis of gene expression data

For GSEA analysis^165^, genes were ranked according to fold change between the two described conditions, with only significant differences considered (*p*-value < 0.05). Comparison to different genesets was done using GSEA preranked tool. A similar ranking was used to analyze gene expression patterns by the Ingenuity Pathway analysis software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis).

### Ingenuity pathway analysis

Expression patterns (log2) between the indicated conditions were analyzed using the Ingenuity Upstream Regulator analysis of IPA^111^ (QIAGEN Inc.,

https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). Expression difference significance cutoff (pre-filtering) was set to either p-value<0.05 (Luminal WT-PyMT) or adjusted *p*-value < 0.05 (MDA-MB-468 and tumors^61^).

### Statistics and reproducibility

Three independent biological replicates were performed unless otherwise stated. Statistical analysis was performed using the Graph-Pad Prism 9.1.0 software unless otherwise stated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-Seq and ATAC-Seq data generated in this study were aligned to mouse genome assembly (mm10) and have been deposited in NCBI’s Gene Expression Omnibus database and are accessible through GEO Series accession number GSE195716. The CyTOF data was uploaded to the FlowRepository, FR-FCM-Z5L5 and FR-FCM-Z5L6. All unique materials used in this study are readily available from the authors or from standard commercial sources. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

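ATAC-seq was done by the authors on cultured cells from PyMT mouse mammary tumors, WT or Lats1-CKO, sorted into luminal and basal-like subpopulations, with 2 libraries for each of the 4 groups. The paper's methods state that reads were trimmed with cutadapt, aligned uniquely to mm10 with bowtie, cleared of mitochondrial and duplicate reads and of long fragments, and that peaks were called with MACS2 2.0.10.20131216. The authors deposited 1 list of peaks per library, each peak with a score that was taken to be that of MACS2. The lists hold peaks after removal of the ENCODE blacklist, called in each library separately. The score is not normalized between libraries. The paper's text does not give the MACS2 options. The paper states that 1 Lats1-CKO luminal replicate was discarded for quality when replicates were combined, and its text does not name it; the libraries of all 4 groups were kept here, and each was left out in turn.

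The lists give no counts of reads, and the paper's text gives only an average number of reads over the samples, so no interval for counting error can be given and the DiffBind comparison of the paper could not be repeated. Presence or absence of a peak took its place. Regions were formed by merging the peaks of all 8 libraries, with a minimum overlap of 1 bp for the presence of a peak. WT luminal, WT basal-like and mixed regions were defined from the 4 WT libraries. Positions of TSSs came from GENCODE M21 and sequence from GRCm38.p6. Motifs were searched on both strands of the central 400 bp. The computation used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0. The code that defines the regions was run on simulated libraries with 2000 planted regions of each kind. Each was detected with a probability of 80%, set by choice, in each WT library of its population and never in the other WT population. Thus 64% should be recovered, and 62.7% of the luminal and 63.2% of the basal-like ones were. This outcome follows from the setting and checks the code only. Unplanted regions that met the definition were not counted.

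Values per library were compared between 4 and 4 libraries by two-sided exact permutation tests, shares of regions by Fisher's exact test, and the Jaccard index by the 35 splits of the 8 libraries. Adjusted p-values are by the Benjamini-Hochberg method. The genes named are those the paper names for these samples, those that define the sorted cells, and, for each kind of WT region, the 5 regions with the highest smaller score percentile of the defining libraries. Lists of luminal, basal-like, fibroblast, immune and endothelial genes and of genes of absent tissues were set before the data were examined, as were the alternative settings: each library left out in turn, the 10000 highest-scoring peaks of each library, the peaks of each library above its median score, peaks above the median score of all libraries, autosomes only, another overlap, regions merged from the WT libraries only, the Jaccard index over regions, other numbers of mismatches, whole regions in place of their centre, a background matched on GC content, 5 kb in place of 1 kb and the reverse, and peak bases in place of peaks.

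Some comparisons were chosen after the data had been seen. These are the regions defined by every pair of WT libraries, the 8 exchanges of a luminal for a basal-like library for each Lats1-CKO library, the comparisons of the CAGGTG motif between single libraries and between BM1 with BM2 and BM5 with BM6, the shares of chromosomes among equal numbers of peaks, and the alternative settings applied to the named regions. Correlations of the chromosome shares were also computed for all 28 pairs of libraries, for all peaks and for equal numbers of peaks. The highest-ranking pair was BM7 and BM8 in the first (r = 0.62 across chromosomes, which are not independent replicates), followed by BM1 and BM2 (0.57) and BM3 and BM4 (0.56), each a luminal and a basal-like library of the same genotype. In the second it was BM5 and BM8 (r = 0.83), of different genotype, followed by BM3 and BM4 (0.64). In the second, BM1 and BM2 (0.43) ranked 4 and BM7 and BM8 (0.29) ranked 5. BM5 and BM6, also of the same genotype, had -0.060 in the first and -0.22 in the second. The order of the ranking thus depended on the peaks used, and no pairing of libraries was taken from these correlations. An exchange test that had first paired luminal and basal-like libraries by their numbers was replaced by all exchanges, since the labels give no pairing; for BM7 and BM8 this changed its reading. The RNA-seq data, the gene lists of the supplementary tables and the tracks were not used here.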

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

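The tests of the number of peaks in BM3, of its promoter share above that of as many peaks in other libraries, and of the number of peaks as an explanation of the chromosome shares were chosen only after the results were seen. In 28 measures per library, 112 groups of 4 libraries were examined for a library far from the others, and 17 were found, where chance gives about 5%. Of 56 contrasts, 3 went in opposite directions in every library of 2 groups, where chance gives about 5.6%.

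The Lats1-CKO luminal library BM3 stood apart in 9 of these groups. It had 14753 peaks, against 86279 to 99022 in the other Lats1-CKO libraries. Of its regions, 86.7% had a peak in at least 6 of the 7 other libraries, against 24.9% to 48.5% of the regions of the others. This is consistent with a library of low depth or quality in which mostly the strongest shared peaks were called, and the paper reports that 1 Lats1-CKO luminal replicate was discarded for quality. Loss of Lats1 in luminal cells is argued against as the whole cause, since the other Lats1-CKO luminal library BM7 had 93467 peaks. The promoter share of BM3, 53.7%, was far above that of the other Lats1-CKO libraries (21.0% to 22.6%) and of the other luminal libraries (22.6% to 26.5%). Among as many highest-scoring peaks, 38.6% to 48.5% lay at promoters in the other libraries, so most of the difference may come from the small number of peaks. The excess of 53.7% over 48.5% is not accounted for by that, and its cause stays open.

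BM3 also stood apart in its shares of peaks on chromosome 1 (6.15%, against 7.05% to 7.13% in the other luminal libraries), chromosome 8 (5.77%, against 5.18% to 5.27%), chromosome 13 (3.59%, against 4.58% to 4.71%), chromosome 17 (4.92%, against 3.80% to 3.98%) and chromosome 19 (3.59%, against 2.77% to 2.86%). On chromosome 11 its share was 8.04%, against 6.74% to 6.91% in the other Lats1-CKO libraries. Whether the number of peaks called explains these shares was tested among as many highest-scoring peaks of each library as BM3 has. On chromosome 11, BM3 was then no longer apart from the other Lats1-CKO libraries (6.76% to 8.03%, 0 chromosomes apart), so the number of peaks called in each library stays open as an explanation there. On the other 5 chromosomes, BM3 stayed farther from the other luminal libraries than their range, which was 7.12% to 7.41% on chromosome 1, 5.38% to 5.54% on chromosome 8, 4.17% to 4.57% on chromosome 13, 3.89% to 3.99% on chromosome 17 and 3.07% to 3.25% on chromosome 19. This argues against the number of peaks as the whole cause there. Among as many peaks, the Lats1-CKO basal-like library BM4 lay outside these ranges as well. It departed in the direction of BM3 on chromosomes 8 (6.33%), 13 (2.41%), 17 (4.85%) and 19 (3.73%), and in the opposite direction on chromosome 1 (7.98%). On chromosomes 8, 13, 17 and 19 the departures were thus not peculiar to BM3. The quality of the library stays open, and no biological explanation was tested.

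Other libraries stood apart on single chromosomes. BM8 had 4.91% of its peaks on chromosome 12, against 3.70% to 3.91% in the other basal-like libraries. BM7 had 3.85% on chromosome 16, against 3.65% to 3.68% in the other luminal libraries, and BM6 had 3.47% on chromosome 19, against 2.75% to 2.85% in the other WT libraries. Among equal numbers of highest-scoring peaks, all 3 were still farther from the others than their range, with 6.18% against 3.40% to 3.96%, 3.94% against 3.43% to 3.67%, and 4.38% against 2.82% to 3.18%, which argues against the number of peaks called as the whole cause. The effect of population on the share of chromosome 14 went in opposite directions in every library of the 2 genotypes, with a difference of -0.42 percentage points between them, and on chromosome 18 likewise, with a difference of -0.27. These differences between groups were not tested. No biological explanation was tested for the chromosomes in this paragraph, and no technical one for chromosomes 14 and 18.

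The number of fibroblast genes with a promoter peak changed in opposite directions with genotype, by -2 genes on average in luminal and by 3 in basal-like libraries, a difference of -5.0 genes that was not tested. The luminal side rests in part on BM3, which had 2 such genes among few peaks; BM7 had 4. Peaks of fibroblasts in the sorted Lats1-CKO basal-like cells are weighed with the luminal genes under the other observations.

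Small counts made up the remaining cases. Of the 14 immune genes, BM6 had 1 with a promoter peak, against 2 in each other WT library. Of the 10 endothelial genes, BM1 had 2 against 0 in the other luminal libraries, and BM4 had 2 against 1 in the other basal-like libraries. Of the 12 genes of absent tissues, BM5 had 2 against 1 in the other WT libraries, and BM7 had 2 against 1 in the other Lats1-CKO libraries. Each is a difference of at most 2 genes, and neither a technical nor a biological explanation was tested.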

How the results depend on the processing

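The alternatives were set before the data were examined, except those for the named regions. No paired analysis was possible because the labels carry no replicate numbers. Causes of the changes below were not tested, except that defining regions from 3 WT libraries requires fewer libraries and so gives more regions. Where 1 WT library was left out, shares of regions have no test. The paper gives the average number of reads per sample, but the depth of each library is not in its text or in the peak lists, which limits every statement on the absence of a peak.

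The difference in peaks by genotype was from 1480 to 29570 across the 8 fits that each left out 1 library, the highest and the only one past the threshold being without BM3. The difference in the Jaccard index by genotype was from -0.0099 to 0.0534 across them, past the threshold without BM3 (0.0502) and negative without BM1, BM5 or BM2, and that by population was from -0.0373 to 0.0320. With the 10000 highest-scoring peaks, the latter was 0.0012.

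Leaving out 1 library gave from 2141 to 17355 (without BM1) WT luminal and from 1895 to 13532 (without BM6) WT basal-like regions. Of the WT luminal regions, 14.9% (without BM1) to 53.3% (without BM6) then had a peak in the Lats1-CKO basal-like libraries, and of the WT basal-like regions 38.5% (without BM6) to 79.1% (without BM1). In the Lats1-CKO luminal libraries, the mean share of WT luminal regions was 55.5% without BM3 and 1.86% without BM7, against an SD of 37.9 between BM3 and BM7, so that this mean rests on which of the 2 libraries is used. The odds ratio of the estrogen response element was 0.885 (without BM6) to 1.31 (without BM2) in WT basal-like regions. That of promoters was 0.5265 (without BM2) to 1.06 (without BM5) in WT luminal and 0.494 (without BM2) to 2.09 (without BM1) in WT basal-like regions.

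With the 10000 highest-scoring peaks there were 453 WT luminal and 474 WT basal-like regions, of which 22.4% and 48.5% had a peak in the Lats1-CKO basal-like libraries. The odds ratio of the element was 1.08 and 0.583, and that of promoters 1.25 and 0.605. With the peaks above each library's median score there were 1425 and 840 regions, 70.2% of the latter with a peak in the Lats1-CKO basal-like libraries, and in WT luminal regions odds ratios of 1.82 for the element and 1.66 for promoters. Where peaks had to cover most of a region, 67.6% of WT basal-like regions had such a peak. The odds ratio of the element without a mismatch was 1.04 in WT luminal and 5.88 in WT basal-like regions, with 2 mismatches 1.05 and 0.925, and against the GC-matched background 1.11 in WT luminal regions. Within 5 kb of a TSS, the odds ratio of promoters in WT basal-like regions was 1.21. With whole regions searched, the odds ratio of the element was 0.591 in WT luminal and 1.19 in WT basal-like regions.

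Differences in the smaller gene lists changed sign easily. Across the fits without 1 library, the fibroblast list was from -0.417 to 1.58 by genotype and from 1.33 to 3.0 by population, the immune list from -0.0833 to 0.917 and from -0.333 to 0.667, and the endothelial list from -0.667 to 0.0833 and from 0.5 to 1.25. The upper ends by population passed the threshold for the fibroblast list without BM6 and for the endothelial list without BM1. With the 10000 highest-scoring peaks, the population difference was -0.25 for fibroblast genes, -0.25 for immune genes and 0.25 for genes of absent tissues, and the genotype difference was -0.25 for immune genes, also above each library's median score (-0.25). Within 5 kb, it was 0.75 for endothelial genes and the population difference 0.5 for genes of absent tissues.

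Of the values under alternative settings, 34 changed direction, 29 moved by more than their spread and 6 passed the threshold where the reported value had not. The other 272 kept their direction and side of the threshold or stayed within their spread. Among them were all for the number of peaks by population, from 1833 (without BM3) to 28071. So were all for the luminal list by genotype (-7.83 to -1.75) and by population (-7.83 to -2.75), the held-out regions and the chromosomes. The number of calls among the other motifs was 7 against both backgrounds, but with the GC-matched one AP-1 in WT luminal regions was no longer called and RUNX in WT basal-like regions was. Of the named regions, all 5 of each kind were still so defined in 3 of 5 settings, 4 of each where peaks had to cover most of a region, and 0 with the 10000 highest-scoring peaks.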

Differences from the paper's values

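The number of WT luminal peaks is 266 in the paper and the number of WT luminal regions here was 2141; for WT basal-like cells the paper's number is 212 and the number here was 1895. The paper's numbers come from read counts compared with DiffBind, and those here from the presence of peaks, so they are not on one scale. None of the alternatives set before the data were examined closed the gap; the nearest, with the 10000 highest-scoring peaks of each library, gave 453 and 474.

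The paper states that estrogen response elements were enriched in its WT luminal peaks. Its methods name a Genomatix tool for motif enrichment and an element motif taken from HOMER. The search here used a consensus sequence, other regions and mixed regions as background, so the results are not on one scale. Here the odds ratio against mixed regions was 0.928 (Fisher's exact test, p = 0.782). With the peaks above each library's median score it was 1.82 (Fisher's exact test, p = 0.0033), past the threshold in the direction the paper states. No other alternative that gave a test was past the threshold. The paper states the same of regions open only in the basal-like state. Here the odds ratio was 1.05 (Fisher's exact test, p = 0.772). With no mismatch allowed it was 5.88 (Fisher's exact test, p = 1.0e-04), past the threshold in the direction the paper states. Under no other alternative that gave a test was it past the threshold. The settings without a WT library gave no test, and there it was from 0.885 (without BM6) to 1.31 (without BM2).

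The paper states that the distribution of accessibility had patterns specific to genotype and to phenotype. Here the difference in the Jaccard index was 0.0208 by genotype, reached by 5 of 35 splits, and -0.0048 by population, reached by 18 of 35 splits. Without BM3, the difference by genotype was 0.0502, the largest of its 35 splits. Each remaining Lats1-CKO library then covered more bases than each WT library, which by itself lowers the index between genotypes. No other alternative brought either difference past the threshold.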

Other observations

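The tests of WT luminal library BM5, of weaker peaks in WT luminal regions, of GC content and of fibroblasts below were chosen only after the results were seen, as was the comparison of equal numbers of peaks per chromosome.

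In BM4, BM7 and BM8, more WT basal-like than WT luminal regions had a peak. Weaker peaks in the WT luminal regions were examined as the cause. The median of the smaller score percentile of the defining libraries was 20.4 in WT luminal and 16.4 in WT basal-like regions. The percentile ranks peaks within a library and cannot compare their strength between libraries. The median score was 43 in BM5, against 87 in BM1, 95 in BM2 and 74 in BM6. Scores are not normalized either, so weaker peaks stay open as a cause. Among regions of like percentile, the share in BM7 was 46.3% of WT luminal and 62.5% of WT basal-like regions below 15, 57.5% and 71.1% from 15 to 30, 61.4% and 76.7% from 30 to 50, and 77.0% and 77.9% above 50, so that in BM7 there was little difference in the strongest regions (122 and 95). There it was 36.9% and 91.6% in BM4, and 50.0% and 81.1% in BM8. Whether the difference comes from peaks of the WT luminal library BM5 that other libraries lack was examined by exchanging, in the pair of WT libraries that defines the regions, a luminal for a basal-like library. Each luminal library was exchanged for each basal-like library, with each of the remaining libraries kept. In BM4, all 4 exchanges of BM1 raised the share of regions with a peak, by 13.4 to 21.3 percentage points (mean 17.7), which argues against BM5 as the whole cause there. In BM7, the 4 exchanges of BM1 gave changes from -14.0 to 5.91 (mean -2.97), and in BM8 from -3.69 to 14.6 (mean 5.12). In both, the share fell when BM2 took the place of BM1 and rose when BM6 did. All 4 exchanges of BM5 raised it, by 7.15 to 27.0 in BM7 and by 4.63 to 23.0 in BM8. In BM7 and BM8, the population and the peculiarities of single WT libraries therefore cannot be told apart, because there are 2 WT libraries of each population and the exchanges of BM1 disagree. In the held-out comparison, regions picked from 1 library of each population recurred on average more in the held-out library of the other population than of the same one, 37.3% against 31.3% for basal-like and 30.0% against 24.7% for luminal regions, so how far the regions stand for the populations is itself open. A difference by population stays open as an untested biological explanation.

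Among 16 other motifs in both kinds of region, 7 of 32 tests had an adjusted p under 0.05 (Fisher's exact test over regions, which are not replicates). The sequence CAGGTG, which ZEB and SNAI proteins bind, was found in 39.5% of WT luminal, 28.2% of mixed and 22.3% of WT basal-like regions, with an odds ratio of 1.66 in WT luminal regions (adjusted p = 3.5e-24, Fisher's exact test) and of 0.731 in WT basal-like regions (adjusted p = 2.9e-07, Fisher's exact test). GC content is argued against as the cause, since the odds ratio in WT luminal regions against a background matched on GC content was 1.69. Promoters are as well, since WT luminal against WT basal-like regions farther than 1 kb from a TSS gave 2.27, against 2.28 over all. Regions defined by BM2 and BM5 against those of BM1 and BM6 were tested first and, with an odds ratio of 1.19, left a part for BM5. In a second test, peaks of BM5 alone were not the whole cause, since peaks of BM1 that a WT basal-like library lacks held the motif more often than the reverse, with an odds ratio of 1.46 against BM2 and of 1.74 against BM6. For BM5, the same comparison gave 1.12 against BM2 and 1.43 against BM6. A part that follows single libraries may remain beside the 1.19 above, since regions defined by BM1 and BM2 held the motif more often than those of BM5 and BM6, with 1.24, although neither comparison separates the populations. A difference between the populations is therefore a hypothesis, in regions found and tested on the same libraries. The CTCF motif had odds ratios of 1.82 in WT luminal and 1.28 in WT basal-like regions, and the AP-1 motif of 0.845 and 0.691. Against the GC-matched background they were 1.94 and 1.32 for CTCF and 0.981 and 0.816 for AP-1, the AP-1 motif in WT luminal regions no longer having an adjusted p under 0.05. The SOX motif in WT luminal regions had an odds ratio of 0.739 (adjusted p = 0.0032, Fisher's exact test), and 0.752 against the GC-matched background. The RUNX motif in WT basal-like regions had an odds ratio of 1.16 (adjusted p = 0.12, Fisher's exact test) against mixed regions and of 1.31 against the GC-matched background (adjusted p = 0.0019, Fisher's exact test).

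The Lats1-CKO basal-like libraries BM4 and BM8 had a promoter peak at 7 and 6 of the 20 luminal genes. Fewer promoter peaks overall are argued against as the cause. Of all protein-coding genes, 54.3% and 55.3% had a promoter peak there, and 0.0% of 10000 random lists of 20 genes, matched to them by the number of the other 6 libraries with a promoter peak, had as few in either. Within 5 kb, 15 and 11 of the luminal genes had a peak. Of 15 fibroblast genes, 8 and 7 had a promoter peak in BM4 and BM8, against 2 to 6 in the other libraries, so fibroblasts among the sorted cells could contribute, and the paper reports cells defined as fibroblasts in Lats1-CKO cultures. On the other hand, the abundant fibroblast genes Col1a2 and Col3a1 had a promoter peak in no library, and Col1a1 had one in BM1, BM2, BM4, BM7 and BM8. Fibroblasts and a change in the tumor cells cannot be told apart, because the difference between libraries is few genes and the absence of a called peak excludes nothing. How many of the fibroblast genes the tumor cells themselves express was not determined. The immune list had 0 to 3 of 14 genes with a promoter peak per library, the endothelial list 0 to 2 of 10 and the list of absent tissues 1 to 2 of 12.

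By genotype, 0 of 20 chromosomes differed in their share of peaks at an adjusted p under 0.05 and 1 did at an unadjusted p under 0.05, chromosome 13, with a difference of -0.58 percentage points (exact permutation test, p = 0.029, adjusted p = 0.571). In 14 of the 35 splits of the 8 libraries, as many chromosomes had an unadjusted p under 0.05, and across the fits without 1 library the unadjusted count was from 0 to 3. The difference on chromosome 13 came mostly from BM3 (3.59%) and BM4 (3.73%). BM7 and BM8 each had 4.58% there, against 4.59% to 4.84% in the WT libraries.

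In BM4, 4.48% of the peaks lay on chromosome 4, against 5.00% in BM3 and 5.94% to 6.76% in the other libraries. Weak peaks called less often in BM4 are argued against, since among its peaks above the median score the share was 4.03%. The score percentile in BM4 minus that in BM8 was taken over regions with a peak in both. Its median was -14.4 on chromosome 4, the lowest of 20 chromosomes, followed by -9.55 on chromosome 12 and -9.33 on chromosome 13. BM8 had the highest share of peaks on chromosome 4 (6.76%), so this difference may come from BM8 as well as from BM4. In bins of 20 Mb, the share of BM4 was below that of every other library in the 5 bins up to 100 Mb and not in the remaining 3. This is consistent with a lower copy number of part of chromosome 4 in the cells of BM4, as a hypothesis; the copy number was not measured, and a difference in accessibility along the chromosome stays open. Among as many highest-scoring peaks as BM3 has, BM4 had 2.86% on chromosome 4 and 2.41% on chromosome 13, with 5.43% on chromosome 15, and BM8 had 6.18% on chromosome 12.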
